# Cell-Specific mRNA Profiling of the *Caenorhabditis elegans* Somatic Gonadal Precursor Cells Identifies Suites of Sex-Biased and Gonad-Enriched Transcripts

**DOI:** 10.1534/g3.115.022517

**Published:** 2015-10-23

**Authors:** Mary B. Kroetz, David Zarkower

**Keywords:** sex determination, gonad, RNA-seq, Z1/Z4, *C. elegans*, genetics of sex

## Abstract

The *Caenorhabditis elegans* somatic gonad differs greatly between the two sexes in its pattern of cell divisions, migration, and differentiation. Despite decades of study, the genetic pathways directing early gonadal development and establishing sexual dimorphism in the gonad remain largely unknown. To help define the genetic networks that regulate gonadal development, we employed cell-specific RNA-seq. We identified transcripts present in the somatic gonadal precursor cells and their daughter cells of each sex at the onset of sexual differentiation. We identified several hundred gonad-enriched transcripts, including the majority of known regulators of early gonadal development, and transgenic reporter analysis confirmed the effectiveness of this approach. Before the division of the somatic gonad precursors, few sex-biased gonadal transcripts were detectable; less than 6 hr later, after their division, we identified more than 250 sex-biased transcripts, of which about a third were enriched in the somatic gonad compared to the whole animal. This indicates that a robust sex-biased developmental program, some of it gonad-specific, initiates in the somatic gonadal precursor cells around the time of their first division. About 10% of male-biased transcripts had orthologs with male-biased expression in the early mouse gonad, suggesting possible conservation of gonad sex differentiation. Cell-specific analysis also identified approximately 70 previously unannotated mRNA isoforms that are enriched in the somatic gonad. Our data illustrate the power of cell-specific transcriptome analysis and suggest that early sex differentiation in the gonad is controlled by a relatively small suite of differentially expressed genes, even after dimorphism has become apparent.

The *Caenorhabditis elegans* gonad originates during embryogenesis as a four-celled structure composed of two somatic gonadal precursor cells (Z1 and Z4) flanking two germline precursor cells (Z2 and Z3). The four-celled gonadal primordium is morphologically identical between males and hermaphrodites. However genetic analysis indicates that gonadal sex is determined during a short interval centered around hatching, a time when the gonad still appears sexually indistinct (Klass *et al.* 1976; Nelson *et al.* 1978). After hatching, the gonadal precursor cells are then poised to develop into one of two sex-specific organ structures: paired ovotestes in the hermaphrodite or a single testis in the male. Gonadogenesis involves major sex differences in the pattern of cell divisions, cell migration and the differentiated cell types that are formed (Kimble and Hirsh 1979). Despite much study, the genetic pathways that direct early gonadal development and establish sexual dimorphism in the gonad remain largely unknown, with just a handful of regulatory genes identified so far from genetic screens (reviewed by Emmons 2014).

Cell-specific RNA-seq is a technique that has been pioneered for neuronal transcriptomes and a number of other cell types in *C. elegans* (Spencer *et al.* 2011, 2014). Here we use RNA-seq of purified cells to define the transcriptome of the somatic gonad primordium in each sex in order to delineate components of the distinct genetic networks that regulate organ-specific and sex-specific gonadal development. We examined two key time points in early larval development: before and after the first division of Z1 and Z4. We hypothesized that at the earlier time we would identify initial regulators of gonadogenesis, and at the later time, which is after the gonad has become morphologically distinct between the sexes, we would identify regulators and effectors that continue to promote sexual dimorphism. Our RNA-seq analysis identified transcripts enriched in the gonad compared to the whole animal, including the majority of the known regulators of early gonadal differentiation. We also identified transcripts with differential expression between the sexes in the gonad, which will be referred to as sex-biased expression. TRA-1 is a transcription factor that determines sex throughout the body, including in the gonad (Hodgkin 1987; Zarkower and Hodgkin 1992). Surprisingly, very few transcripts enriched in the somatic gonad had sex-biased expression at the earlier time point, suggesting that TRA-1 may be regulating only a small subset of genes within the gonad. Perhaps the initial events in dimorphic gonadogenesis may largely involve other modes of gene regulation. However, after the division of Z1/Z4 we observed a 10-fold increase in the number of sex-biased transcripts. We found that about 10% of male-biased transcripts have mammalian counterparts with male-biased expression in the analogous cells of the fetal mouse gonad. The vast majority of the sex-biased expression differences we detected within the gonad could not be detected in the intact animal, highlighting the importance of developing techniques to isolate and profile distinct cell populations. In this work, optimizing and implementing a new isolation protocol for individual larval gonadal cells has allowed us to transcriptionally profile an organ primordium and determine the sex-biased profile of a somatic tissue in *C. elegans* for the first time.

## Materials and Methods

### Strains

Z1/Z4 and their daughter cells were isolated for transcriptional profiling from *DZ685 [xol-1(y9) X***;** *rdIs4 (ehn-3a(promoter*::*Venus)]* in hermaphrodites. The *rdIs4* expresses the Venus fluorescent protein exclusively in Z1/Z4 and their descendants. To collect large populations of phenotypically male animals DZ683 {*tra-2(ar221) II*; *xol-1(y9) X*; *rdIs4* [*ehn-3a(promoter)*::*Venus*]} was used. This strain has a temperature-sensitive mutation in *tra-2*, a component of the global sex determination pathway. *tra-2(ar221) xol-1(y9)* animals reared at permissive temperature develop as hermaphrodites, and those reared at restrictive temperature develop as well masculinized XX pseudomales (Hodgkin 2002), which will be referred to as males. The *xol-1(y9)* mutation kills spontaneous XO males by disrupting sex chromosome dosage compensation and also enhances masculinization by *tra-2(ar221)*. Dissociated cells from DZ685 and DZ683 that were not sorted by fluorescence-activated cell sorting (FACS) were used to collect whole animal populations of cells for the later time point, and both time points, respectively. *xol-1(y9)X*, a strain lacking *rdIs4*, was used for the hermaphrodite whole animal sample for the earlier time point.

### Nematode culture

To produce large populations of animals for isolation of cells from the gonadal primordium, cultures of synchronized animals were reared by the following method: animals were first cultured on standard 60 mm nematode growth medium (NGM) plates (Stiernagle 2006) until food was exhausted. Each starved 60-mm NGM plate was used to inoculate two 150-mm bactopeptone-rich 8P plates with four times the usual amount of cholesterol supplementation (Bianchi and Driscoll 2006). Strains were grown at 15° until plates were full of gravid adults (about 5 days), shifted to room temperature for about 90 min and then animals were washed from the plates with M9 (Stiernagle 2006). To obtain sufficient material for transcriptional profiling, approximately 20–40 million embryos of each sex were collected for each sample replicate. Eggs were isolated by bleaching, washed repeatedly with M9 to remove any trace of bleach, (Stiernagle 2006) and allowed to hatch in ∼300 ml M9 overnight while shaking at 250 rpm at the restrictive temperature of 23.5°. Since RNA was isolated directly from FACS-sorted dissociated cells without cell culture, hatched larvae could be fed a normal bacterial diet instead of an axenic medium. Hatched larvae were plated on NA22-seeded 150-mm 8P plates in small droplets with approximately 1–4 million larvae per plate and incubated at 23.5° for 9.5 or 15 hr prior to isolation of Z1/Z4 or their daughters.

### L1 cell isolation

Mid- and late-L1 animals fed for either 9.5 or 15 hr were recovered from plates with ice-cold M9, washed three to four times with ice-cold M9, and transferred to a chilled 15 ml conical tube. Live larvae were then collected by sucrose floatation in 9 ml of ice cold 70% sucrose mixed with 6 ml of ice-cold M9 and centrifuged immediately at 4° for 5 min at 2000 rpm. Up to 10 ml of solution containing larvae was removed from the tube with polished blunt Pasteur pipet. Collected larvae were diluted to 50 ml with M9 in a 50-ml conical tube and washed twice for 2 min at 2000 rpm to remove sucrose. Approximately 1.2 ml of packed larvae were pelleted by centrifugation at 7000 rpm for 1 min in 1.5 ml microfuge tubes, washed with sterile water and pelleted again, with a maximum volume of 200 µl of packed worms per tube.

Cell isolation from the collected larvae largely followed Zhang *et al.* (2011) with modifications to allow isolation of larger numbers of cells, which included adjusting volumes, incubations, amount of mechanical force by pipetting, and filtering of debris after dissociation. With these modifications, we were able to dissociate a five to ten times larger volume of cells per microfuge tube than what was previously published, which greatly aided in procuring enough mRNA for isolation and transcriptional profiling of a specific subset of cells which were less than 1% of the cells in the whole animal at this time. We also fed larvae a normal bacterial diet rather than the axenic medium used in previous isolations.

To disrupt the cuticle, each tube of washed and pelleted animals was incubated for 2 min in 500 µl of freshly thawed sterile SDS-DTT solution (Zhang *et al.* 2011), and then 1 ml of egg buffer (Strange *et al.* 2007) was added and tubes were spun immediately for 1 min at 7000 rpm. Supernatant was removed and pelleted animals were washed five times with 1 ml egg buffer. Pelleted SDS-DTT-treated worms were then suspended in 500 µl of 15 mg/ml pronase (P8811; Sigma-Aldrich, St. Louis, MO) in egg buffer and incubated 7 min at room temperature and then pipetted with a standard 1-ml plastic pipet for 15 min continuously in pronase solution to dissociate cells by mechanical force. Animals were incubated in pronase for an additional 3–15 min after pipetting. One milliliter of L-15 medium supplemented with 10% fetal bovine serum, 50 U/ml penicillin, and 50 µg/ml streptomycin (Strange *et al.* 2007) was added to each tube to quench pronase digestion, and cells were pelleted by centrifugation at 10,000 rpm for 5 min at 4°. Pellets were washed twice with L-15/FBS and resuspended in 1 ml L-15/FBS. A small sample of cell suspension was examined on a microscope slide to verify the presence of green fluorescent protein (GFP)-positive single cells and the overall effectiveness of the cell dissociation. Resuspended cells were filtered with a 5 µm filter (EMD Millipore) to separate individual cells from carcasses and debris, and filtered cells were pelleted by centrifugation at 10,000 rpm for 5 min at 4°. Cells were resuspended in egg buffer with 5 µg/ml of propidium iodide to identify and remove dead cells during cell sorting and then sorted by FACS at the University of Minnesota Flow Cytometry Resource on an AriaII cell sorter with a 70 µm diameter nozzle. To exclude auto-fluorescent cells during FACS, strains harboring *rdIs4* were compared to *xol-1(y9)X*, a strain lacking GFP.

### RNA extraction and sequencing

Sorted cells were collected directly into TRIzol (Ambion, Carlsbad, CA) for RNA extraction. RNA was purified using RNeasy MinElute spin column kits (Qiagen, Valencia, CA). rRNA was depleted by Ribo-Zero (Epicentre, Madison, WI). Initial experiments used Ovation RNA-Seq System V2 (NuGEN, San Carlos, CA) to amplify cDNA, but subsequent experiments proceeded directly to TruSeq (Illumina, San Diego, CA) from the rRNA-depleted sample but omitting the poly-A selection of mRNA. Next generation sequencing was performed at the University of Minnesota Genomics Center using single-end 50 bp reads. Sequences were mapped to the *C. elegans* genome (USCS ce10, Wormbase WS220) using Illumina-supplied annotations. Reads were mapped using TopHat v1.4.1 and differential expression was analyzed using Cuffdiff v2.1.1 (Trapnell *et al.* 2012).

### Gene ontology

To determine transcripts that were overrepresented in the gonad-enriched datasets, the PANTHER Overrepresentation Test (release 20150430) was used (Mi *et al.* 2013). The annotation version and release date were GO Ontology database released 2015-07-07. To determine transcripts that had sex-biased function, DAVID Bioinformatics Resources 6.7 was used (Huang da *et al.* 2009).

### Expression analysis and microscopy

Promoter regions containing between 400 bp and 3.6 kb of DNA from upstream of the start codon (Supporting Information, Table S1) were cloned into the GFP expression vector pPD95.75. Reporter constructs (20 ng/µl) were injected into the distal gonads of adult *him-8(e1489)* hermaphrodites and stable transgenic lines were assayed for *GFP* expression. Differential interference contrast (DIC) and fluorescent images were acquired on a Zeiss motorized Axioplan 2 microscope using an AxioCam MRm camera and AxioVision software (Zeiss, Jena, Germany).

### Motif analyses

DREME was used to identify over-represented motifs and then Tomtom was used to compare each DREME-generated motif against a database of known motifs. FIMO was then used to identify which promoter regions of transcripts contained the DREME-generated motif. All informatics tools can be found at: http://meme-suite.org.

### RNAi analyses

Bacterial clones (Kamath and Ahringer 2003) obtained from SourceBioSciences were grown overnight in Luria-Bertani (LB) medium and seeded onto NGM medium containing 0.02% lactose to induce dsRNA expression. Larval L4 hermaphrodite animals were placed on RNAi plates and incubated at 22°. On the following day, adult animals were moved to a second RNAi plate and rearing continued at 22°. Male young adult progeny were scored for phenotypic defects.

### Hyper-geometric calculations

To determine whether there is significant overlap between two datasets the following website was used: http://nemates.org/MA/progs/overlap_stats.html. A total of 19,862 genes per genome was used for all calculations. This was the total number of genes mapped in WS220 available in iGenomes for TopHat v1.4.1, which was used in all bioinformatics analyses. Comparisons were made to determine significant overlap between sex-biased transcripts and genes near TRA-1 binding sites (*P* < 0.05) as well as to determine whether sex-biased or gonad-enriched transcripts were significantly over-represented on a chromosome. (*P* values of < 0.01 and 0.001 are indicated by * and **, respectively).

### Data availability

Strains are available upon request. Illumina sequence data for RNA-seq have been deposited at NCBI with accession number GSE71772.

## Results

### Sexually dimorphic mRNA expression in the somatic gonadal primordium

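RNA was sequenced from 8 groups of samples, which were gonadal cells and whole-animal cells of each sex after 9.5 and after 15 hr of feeding. Gonadal cells are Z1 and Z4 at the earlier time and their daughters at the later time. They were sorted by the fluorescence of Venus, a yellow fluorescent protein expressed from the *ehn-3a* promoter in the integrated array *rdIs4*. Whole-animal cells are dissociated cells that were not sorted. Each group had 3 samples at 9.5 hr and 2 samples at 15 hr, 20 samples in all. Gonadal cells of hermaphrodites came from strain DZ685, which carries *xol-1(y9)* and *rdIs4*. All male cells came from DZ683, which carries in addition the temperature-sensitive mutation *tra-2(ar221)*, so that XX animals develop as males. Whole-animal cells of hermaphrodites came from DZ685 at 15 hr and from *xol-1(y9)* animals without the array at 9.5 hr.

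The authors deposited 1 table of expression comparisons for each time, with levels in FPKM, a number of sequenced fragments scaled to transcript length and to the number of mapped reads. *xol-1* (coordinates are 1-based on ce10; chromosome X, 8041278 to 8044360) was listed at 0 FPKM in all 8 groups of the authors' deposited table. *tra-2* (chromosome II, 6955359 to 6965645) was at 49.7 FPKM in male and 53.8 FPKM in hermaphrodite gonadal cells at 9.5 hr in the authors' deposited table (q = 0.765). At 15 hr the authors' deposited table gives *tra-2* at 86.0 FPKM in male and 72.7 FPKM in hermaphrodite gonadal cells (q = 0.483). The shift in the log2 ratio of male to hermaphrodite gonadal cells between the times was 0.36 for *tra-2*, with a standard error of 0.545 computed from the authors' test statistics.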

Single-sex larval populations were harvested and cells dissociated at two time points during the first larval stage (L1) using a method we optimized as described in *Materials and Methods* (Figure 1). Because pure populations of XO larval males cannot be obtained, we generated pure populations of larval XX phenotypic males using a strain containing a conditional mutation in the sex determination gene *tra-2*. At the restrictive temperature this strain gives rise to XX pseudomale animals that are anatomically male and can sire progeny. We dissociated synchronized larvae and isolated either the somatic gonadal precursor cells (SGPs) Z1 and Z4 in mid-L1 or their daughters (Z1a/p and Z4a/p) toward the end of L1, after the Z1/Z4 divisions occurred in the vast majority of animals and when the gonad is overtly sexually dimorphic (Figure 2, C and D). 

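The endogenous *ehn-3* gene (chromosome IV, 5416897 to 5419186), whose promoter marked the sorted cells, was at 10.7 FPKM in male gonadal cells and 0.760 FPKM in male whole animals at 9.5 hr in the authors' deposited table, a log2 ratio of 3.81 (q = 0.380). In hermaphrodites at 9.5 hr the authors' deposited table lists it at 8.97 FPKM in gonadal cells and 1.07 FPKM in whole animals, a log2 ratio of 3.06 (q = 0.229). The log2 ratio was 0.75 higher in males, within its standard error of 3.03 computed from the authors' test statistics. At 15 hr the authors' deposited table lists *ehn-3* at 2.08 FPKM in male and 0.287 FPKM in hermaphrodite gonadal cells, too low for a test by the authors.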

In males, the first SGP division has a more pronounced asymmetry, giving rise to markedly smaller distal daughter cells (Z1a and Z4p). These distal daughters migrate posteriorly in the male, while the proximal daughter cells migrate anteriorly. In contrast, in the hermaphrodite there is no gonadal cell migration at this time. To enable isolation of the SGPs or their daughters by FACS, both strains also harbored an integrated array containing an *ehn-3a(promoter)*::*Venus* fusion, which is expressed exclusively in the Z1/Z4 lineage (Figure 2, A–D). These strains also contained a mutation in the *xol-1* gene, which kills spontaneous XO males and also enhances the phenotype of *tra-2* (Hodgkin 2002). We isolated 100–300 ng of RNA from 300,000–600,000 FACS-sorted gonadal cells per replicate (∼0.4 pg total RNA/cell).

**Figure 1:**
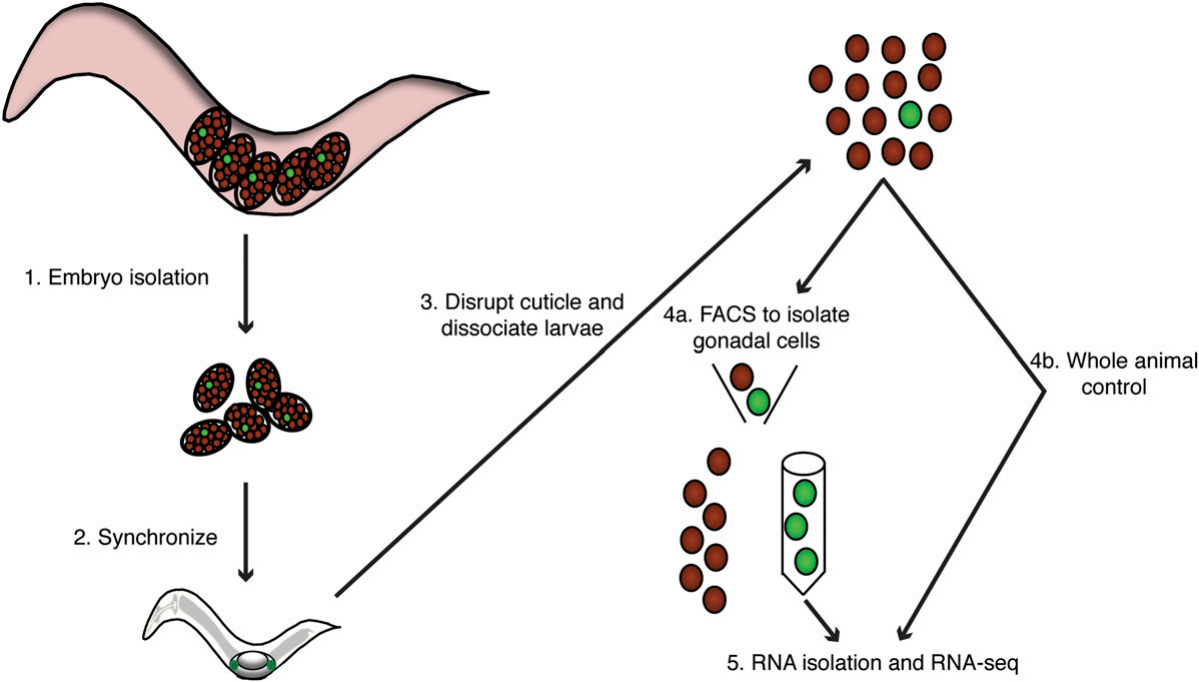
Schematic of cell-specific RNA-sequation. (A) Embryos harvested using strains that give rise to pure populations of either sex. (B) Animals were hatched in the absence of food to synchronize growth. After hatching, larvae were fed to allow development to proceed. (C) Animals were harvested at the appropriate developmental time point by disrupting the cuticle and dissociating and filtering the single cells. (D) The majority of the dissociated cell suspension was sorted by FACS to isolate the gonadal cells. An aliquot of the dissociated cells was removed prior to FACS to be used as a whole animal control. (E) RNA was isolated and RNA-seq performed (see *Materials and Methods*).

**Figure 2:**
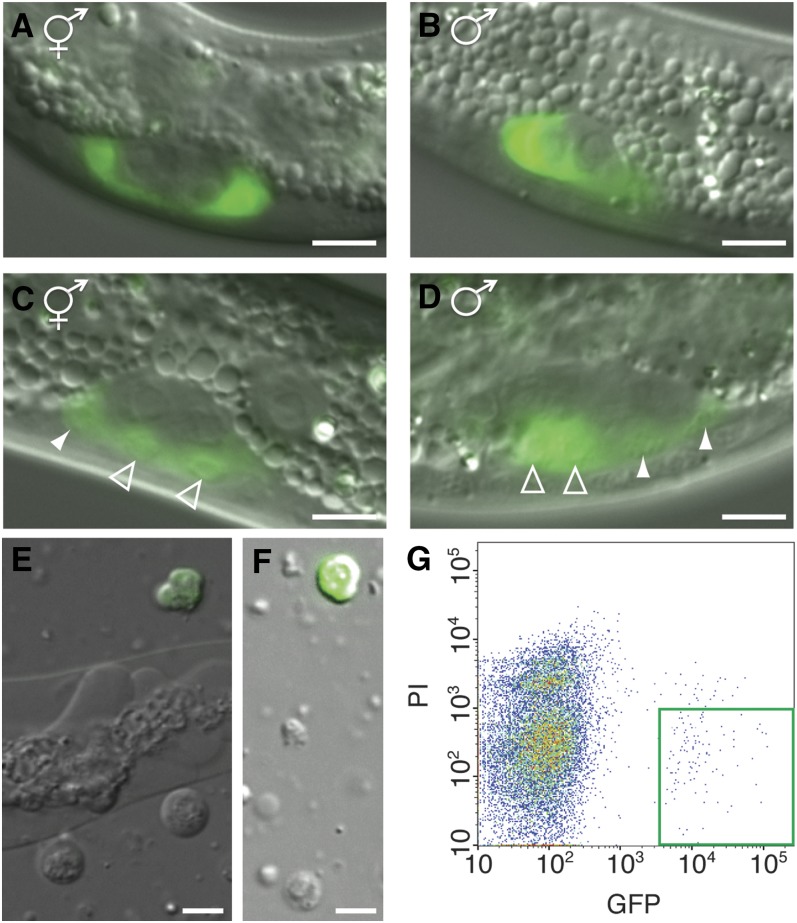
Green fluorescent protein (GFP) expression in somatic gonadal precursor cells. Differential interference contrast (DIC) and fluorescence micrographs of (A) gonad of a hermaphrodite larva at 9.5 hr postfeeding. (B) Gonad of a male larva at 9.5 hr postfeeding. Only Z1 is visible in the male, because Z4 lies outside focal plane. Prior to the division of Z1/Z4 the gonad appears identical between the sexes. (C) Gonad of a hermaphrodite larva at 15 hr postfeeding after the division of Z1/Z4. Distal daughters are marked by filled arrowheads and proximal daughters are marked by open arrowheads. (D) Gonad of a male larva at 15 hr postfeeding after Z1/Z4 daughters have migrated and gonads become sexually dimorphic. Note that distal daughters of Z1/Z4 are smaller. (E) Cell suspension after dissociation. To obtain a large population of healthy dissociated cells, dissociation was stopped while a portion of whole animals were still undissociated. (F) A population of single cells generated by filtering dissociated sample. Scale bar is 5 μm. (G) Density plot shows clear separation by FACS of GFP positive and PI negative Z1/Z4 daughters, which are outlined by the green box.

### Optimization of RNA isolation

In initial experiments we isolated approximately 25 ng of total RNA from each sample. Because of the very small amount of RNA isolated, we first used Ovation RNA-Seq System V2 (NuGEN) to synthesize and amplify cDNA prior to RNA-seq. We found that the correlation of replicates was subpar using this method (Table 1). After optimizing our dissociation protocol (see *Materials and Methods*), we were able to harvest 100–300 ng of total RNA. We therefore tested whether RNA-seq using TruSeq (Illumina), which omits linear RNA amplification, might allow a better correlation of replicates. Indeed, TruSeq yielded high correlations of replicates even with a limited quantity of RNA (Table 1), and was therefore used for all experiments presented here.

**Table 1:** Correlation of replicates

Replicates Compared	Spearman’s Correlation, 9.5-hr Time Point	Spearman’s Correlation, 15-hr Time Point
Hermaphrodite gonadal cells	0.936, 0.939, and 0.966	0.962
Male gonadal cells	0.920, 0.930, and 0.935	0.929
Hermaphrodite whole animal	0.946, 0.909, and 0.912	0.963
Male whole animal	0.896, 0.913, and 0.946	0.968
Hermaphrodite gonadal cells, using NuGEN	0.877	

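The authors depleted ribosomal RNA, made TruSeq libraries, mapped single-end reads to the ce10 (WS220) genome with TopHat and compared groups with Cuffdiff. The 4 groups of a time point were compared in 1 run of Cuffdiff with 6 comparisons, of which 4 are used here: male against hermaphrodite gonadal cells, male against hermaphrodite whole animals, and gonadal cells against whole animals in each sex. For each gene and comparison, the authors' deposited table gives 1 pooled FPKM value per group, a log2 fold change, a p-value and a q-value. Values of single replicates were not used here, so no standard deviation between replicates stands beside the values. Sequencing depth per sample is unknown from FPKM. The FPKM values of a group sum to between 692941 and 784031 in the authors' deposited table, and between 12506 and 17947 genes had at least 1 FPKM. Signs were set so that a positive log2 fold change means higher in males, or higher in gonadal cells than in whole animals.

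The q-values in the authors' deposited table equal a Benjamini-Hochberg adjustment over the 63312 tests of the 9.5 hr run and the 67471 tests of the 15 hr run. The smallest p-value the authors' Cuffdiff runs gave was p = 5e-05, so q could not fall under 0.000298 at 9.5 hr and 0.000242 at 15 hr. A transcript at that bound is described as having the smallest q. Each time was normalized in its own run, so a change in level from 9.5 to 15 hr is a comparison between runs. Where a difference between 2 log2 fold changes is given, its standard error was computed from the authors' test statistics. These standard errors were a median of 1.53 times the standard error implied by the authors' p-value at 9.5 hr and 1.23 times at 15 hr.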

Samples were harvested in triplicate for the earlier time (profiling Z1/Z4) and in duplicate for the later time (profiling Z1/Z4 daughters). Spearman’s correlations of pairwise comparisons between the 20 samples confirmed a high correlation between replicates within the same sample (Figure 3A). At the earlier time there are few morphological differences between the sexes: males have a ventral coelomocyte located more posteriorly, they have four male-specific cephalic male (CEM) sensory neurons and they lack two hermaphrodite-specific neurons (HSNs) that undergo sex-specific programmed cell death during embryogenesis. Also the posterior B and Y blast cells are present in both sexes but have larger nuclei in males (Emmons 2005; Sulston and Horvitz 1977). 

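Of 10735 genes tested between male and hermaphrodite whole animals at 9.5 hr, 34 were male-biased and 11 hermaphrodite-biased in the authors' deposited table at the cutoffs the paper states, a log2 fold change of at least 2 with p-value and q-value cutoffs of 0.025 and 0.05. A cutoff of 1 on the log2 fold change moved these counts most, to 142 and 145, so that 49.5% of the calls were male-biased instead of 75.6%. The largest male-biased log2 fold changes among transcripts with at least 1 FPKM in both groups were those of *rol-6*, *col-17* and *unc-119*. In the authors' deposited table *rol-6* (chromosome II, 8733000 to 8734264) was at 14.0 FPKM in male and 1.14 FPKM in hermaphrodite whole animals, a log2 fold change of 3.62 (q = 0.00447). *col-17* (chromosome II, 4866439 to 4867569) was at 15.5 and 1.38 FPKM in the authors' deposited table, a log2 fold change of 3.49 (q = 0.00544). Transcripts of 8 cuticle genes, with names beginning in col, dpy, rol or sqt, were among the 34, with a median log2 fold change of 2.93. At 15 hr, *rol-6* and *col-17* had log2 fold changes of 0.26 and 0.08 between whole animals in the authors' deposited table.

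*unc-119* (chromosome III, 10906371 to 10908761) was at 549 FPKM in male and 48.9 FPKM in hermaphrodite whole animals in the authors' deposited table, a log2 fold change of 3.49 with the smallest q. The hermaphrodite group is the one without *rdIs4*, and *unc-119* was between 107 and 549 FPKM in the other groups of both times. With the same limit, the largest hermaphrodite-biased log2 fold changes were -3.01 for F26E4.3 (chromosome I, 9762396 to 9767860), -2.67 for *ins-20* (chromosome II, 6010818 to 6011295, q = 0.0226) and -2.66 for *fbxa-193* (chromosome V, 17653456 to 17655255) in the authors' deposited table. The authors' deposited table lists F26E4.3 at 6.62 FPKM in male and 53.3 FPKM in hermaphrodite whole animals.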

Consistent with this limited anatomical dimorphism, fewer than 50 mRNAs exhibited sex-biased expression in whole larvae at the earlier time (Table 2). 

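Between gonadal cells and whole animals at 9.5 hr, 418 transcripts were gonad-enriched and 2047 gonad-depleted of 10952 genes tested in hermaphrodites in the authors' deposited table, and 455 and 1908 of 10813 in males. At 15 hr the authors' deposited table gives 458 enriched and 2984 depleted of 11714 in hermaphrodites, and 386 and 2345 of 11499 in males. In all, 4689 of 19861 genes were enriched or depleted in at least 1 of the comparisons. Lowering the fold cutoff to 1 moved the enriched counts most, to 1469 in hermaphrodites and 1452 in males at 9.5 hr and to 2497 and 1958 at 15 hr. The enriched share of the calls then rose from 16.96% to 33.1% in hermaphrodites and from 19.3% to 33.1% in males at 9.5 hr, and from 13.3% to 40.6% and from 14.1% to 36.3% at 15 hr.

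Among transcripts with a finite fold change and at least 1 FPKM in both groups, which holds for each ranking here, the highest enrichment at 9.5 hr was that of C03B1.4 (chromosome X, 6364460 to 6365681) in males, at 137 FPKM in gonadal cells and 1.78 FPKM in whole animals in the authors' deposited table (log2 fold change 6.26, q = 0.000789). F26A1.9 (chromosome III, 4825423 to 4826204) and K09C4.9 (chromosome X, 3271341 to 3271761) came next in males, at log2 fold changes of 5.75 and 5.62 in the authors' deposited table. In hermaphrodites *sod-5* (chromosome II, 4417683 to 4419045), K08H2.4 (chromosome X, 13238582 to 13240003) and K09C4.9 led at 5.29, 5.20 and 4.86 in the authors' deposited table. The strongest depletion at 9.5 hr was -6.21 for Y75B7AR.1 in males and -4.93 for *lgc-23* in hermaphrodites in the authors' deposited table. At 15 hr T24D5.3 (chromosome X, 12580005 to 12583144), Y59E1B.1 (chromosome X, 1879371 to 1880308) and F31B9.3 (chromosome X, 15923409 to 15924679) were highest in males at 5.63, 5.13 and 5.05 in the authors' deposited table. F53C3.8 (chromosome II, 3891351 to 3892170), *ocam-1* (chromosome V, 14167213 to 14167706) and T22C8.4 (chromosome II, 8622573 to 8623613) were highest in hermaphrodites at 5.14, 5.06 and 4.92 in the authors' deposited table. The strongest depletion at 15 hr was -6.15 for ZC116.3 in hermaphrodites and -4.77 for Y116A8C.3 in males in the authors' deposited table.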

Our cutoff for enrichment was log_2_(twofold) with an uncorrected *P* value of < 0.025 and a false discovery rate (FDR) value < 0.05. In addition, while genetic experiments indicate that gonadal sex is determined prior to this time (Klass *et al.* 1976; Nelson *et al.* 1978), fewer than 30 transcripts showed sex-biased expression in SGPs at the earlier time point. 

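Of 9013 genes tested between male and hermaphrodite gonadal cells at 9.5 hr, 20 were male-biased and 6 hermaphrodite-biased in the authors' deposited table. With the fold cutoff at 1 there were 178 and 115, so that 60.8% of the calls were male-biased instead of 76.9%. Transcripts were ranked where the fold change was finite and both groups had at least 1 FPKM. *cpr-2* (chromosome V, 16532983 to 16534063), C30G7.5 (chromosome V, 14953098 to 14954716) and *fmo-2* (chromosome IV, 10682504 to 10684365) had the largest male bias, with log2 fold changes of 3.53 (q = 0.00277), 3.52 (q = 0.00202) and 2.71 (smallest q) in the authors' deposited table. *fmo-2* was at 67.6 FPKM in males and 10.3 FPKM in hermaphrodites in the authors' deposited table. The largest hermaphrodite bias was that of F26E4.3 at -3.115, F56H6.2 (chromosome I, 12287190 to 12289298) at -2.54 (q = 0.00971) and H41C03.2 (chromosome II, 5850342 to 5852018) at -2.41 (q = 0.00163) in the authors' deposited table. F14F8.8, also called hermaphrodite-biased, was listed at 0 in males and at 42.1 FPKM in hermaphrodites in the authors' deposited table. Y59A8B.21 and F26E4.3 were sex-biased in the same direction in gonadal cells and in whole animals at 9.5 hr, 1 transcript for each sex. These overlaps were computed here from the authors' calls.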

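At 15 hr, 149 transcripts were male-biased and 120 hermaphrodite-biased of 9623 genes tested in gonadal cells in the authors' deposited table, and 5 and 22 of 11415 in whole animals. With the fold cutoff at 1 there were 711 and 378 in gonadal cells and 56 and 256 in whole animals. Adjusting q within the whole-animal comparison alone left 1 male-biased and 12 hermaphrodite-biased transcripts, a male-biased share of 7.69% instead of 18.5%. The ranking of transcripts covers finite fold changes with at least 1 FPKM in both groups. In gonadal cells D1009.3 (chromosome X, 8907997 to 8910775) was at 130.3 FPKM in males and 2.13 FPKM in hermaphrodites in the authors' deposited table, a log2 fold change of 5.94 with the smallest q. T16G12.9 (chromosome III, 10076334 to 10078615) followed at 5.46 in the authors' deposited table. The largest hermaphrodite bias was that of *fax-1* (chromosome X, 3197273 to 3199311), at 1.05 FPKM in males and 55.6 FPKM in hermaphrodites in the authors' deposited table, a log2 fold change of -5.73 with the smallest q.

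In whole animals C17F4.11 (chromosome II, 3237479 to 3238060), Y40B10B.1 (chromosome V, 1960136 to 1961402) and F40G9.6 (chromosome III, 179541 to 180139) had the largest male bias, at 2.78 (q = 0.00741), 2.58 (q = 0.0144) and 2.18 (q = 0.0228) in the authors' deposited table. F26E4.3, *nspb-8* (chromosome II, 14580256 to 14580540) and *gpn-1* (chromosome X, 15681658 to 15687331) had the largest hermaphrodite bias, at -4.91, -3.15 and -2.76 with the smallest q in the authors' deposited table. Of the transcripts sex-biased in gonadal cells at 15 hr, 1 male-biased transcript, B0238.9, and 0 hermaphrodite-biased ones were called in whole animals as well. Between the times, 3 of the 20 early male-biased gonadal transcripts (*ptr-6*, Y59A8B.21 and C34C6.7) and 1 of the 6 hermaphrodite-biased ones (*taf-11.2*) were called again. These transcripts are named because their calls were seen to overlap.

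**Figure D1:**
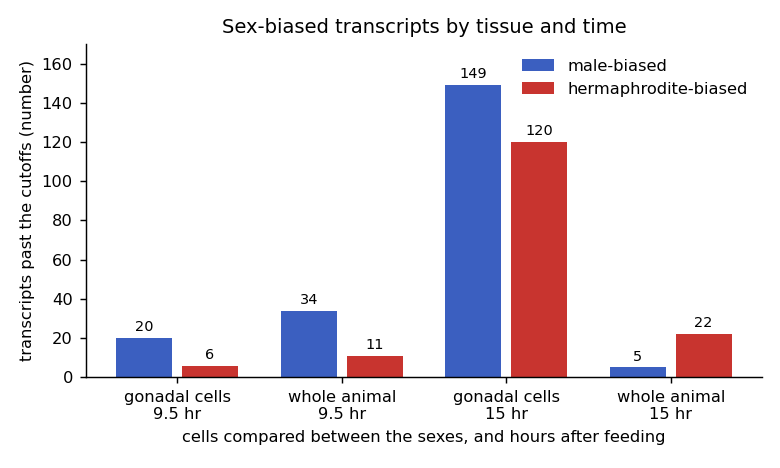
Number of male-biased and hermaphrodite-biased transcripts called in the authors' comparisons of gonadal cells and of whole animals at 9.5 and 15 hr. Gonadal cells at 15 hr have 149 and 120, and each of the other groups has 34 or fewer.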

At the later time we identified 269 sex-biased transcripts in the SGP daughters but only 27 in cells from whole larvae. This difference illustrates that sex-specific profiling of whole animals masks sex-biased expression limited to small numbers of cells.

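Of the 269 transcripts that were sex-biased in gonadal cells at 15 hr, 191 had a valid test in whole animals in the authors' deposited table. The direction of the whole-animal log2 fold change could be compared for 266 of the 269. It was the same as in gonadal cells for 184 of them, or 69.2% (95% Wilson interval 63.4% to 74.4%, two-sided exact binomial test against an even share, p = 3.63e-10). The share was 67.8% of 146 male-biased transcripts (exact binomial p = 2.02e-05) and 70.8% of 120 hermaphrodite-biased transcripts (exact binomial p = 5.73e-06). Transcripts share samples, so these tests treat as independent what is partly not. In the direction of the gonadal bias, the median log2 fold change in whole animals was 0.20 in the authors' deposited table. From the larger number of sex-biased transcripts in gonadal cells, the paper reasons that profiling whole animals masks sex-biased expression in few cells.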

**Figure 3:**
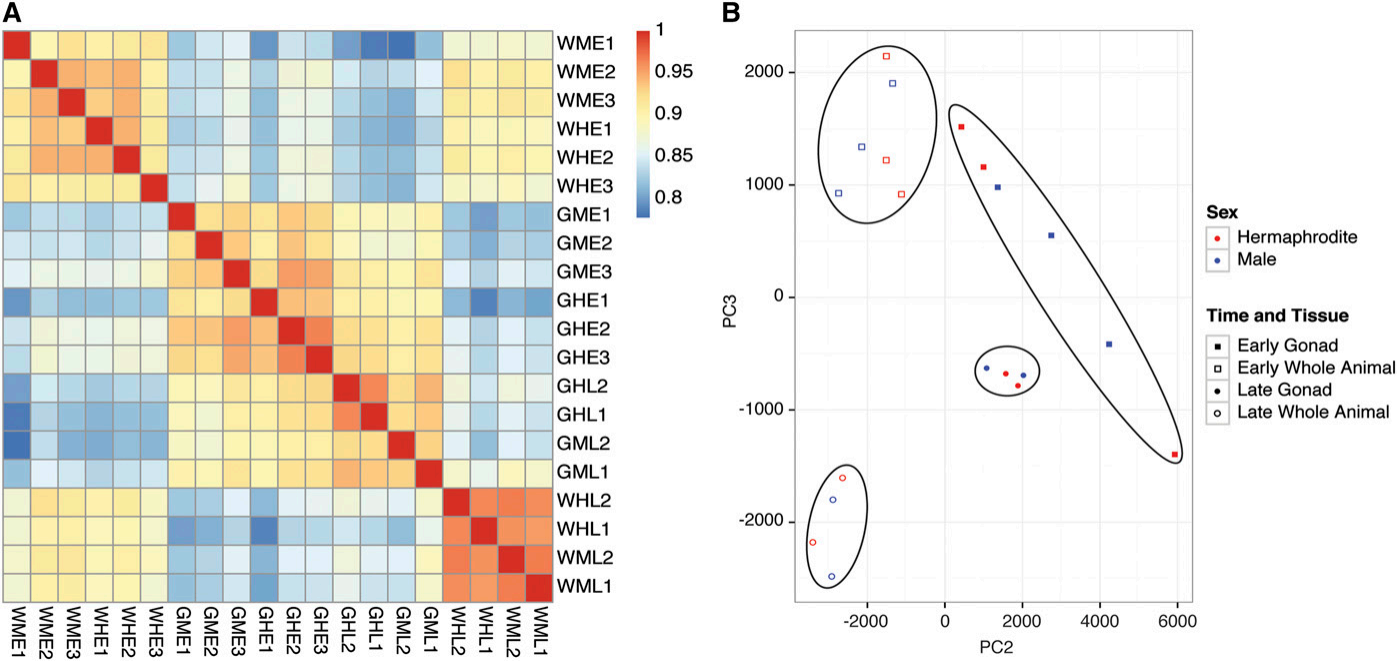
Replicates correlate highly and samples group by developmental time and tissue type but not sex. (A) Spearman’s correlation plot of the 20 samples in the study. Samples are clustered based on correlation. E, earlier time; G, gonadal cells; H, hermaphrodite; L, later time; M, male;  PC2, PCA Component 2;  PC3, PCA Component 3; W, whole animal. (B) Principal component analysis (PCA) two-dimensional scatter plot represents the RPKM values for each transcript in 20 individual samples. A scatter plot of the first and second principal component only separated samples by tissue and not time.

**Table 2:** Number of transcripts that have sex-enriched or gonadally-biased expression

Differential expression	9.5-hr Time Point	15-hr Time Point
Hermaphrodite-enriched in gonadal cells	6	120
Male-enriched in gonadal cells	20	149
Hermaphrodite-enriched in whole animal	11	22
Male-enriched in whole animal	35	5
Gonadally-enriched in hermaphrodites	418	458
Gonadally-depleted in hermaphrodites	2047	2984
Gonadally-enriched in males	455	386
Gonadally-depleted in males	1908	2345

Principal component analysis (PCA) can indicate the degree of similarity between samples based on the degree of covariance. We performed a PCA of gene expression in the 20 samples based on the read depth for each gene [reads per kilobase of transcript per million mapped reads (RPKM)] and found that they grouped in four specific clusters. Developmental times and tissues were separable but samples from different sexes grouped together (Figure 3B). 

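Across 19861 genes, Spearman's rho between the pooled FPKM of male and hermaphrodite gonadal cells was 0.962 at 9.5 hr and 0.952 at 15 hr, computed from the authors' deposited table. Between male and hermaphrodite whole animals it was 0.965 and 0.973. Gonadal cells correlated less with whole animals of their own sex, at 0.883 in males and 0.883 in hermaphrodites at 9.5 hr and at 0.886 and 0.867 at 15 hr. These correlations are across genes, and genes are not independent replicates. Restricted to genes with at least 1 FPKM, the correlation fell furthest for hermaphrodite gonadal cells against whole animals at 15 hr, to 0.659.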

Sex differences likely were not separable by PCA because there were very few gene expression differences between the sexes at each time point for either whole body or gonadal cells (0.13%–1.4% of mRNAs had significant sex-biased expression). 

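As a share of the 19862 genes the paper counts, calls made in the authors' deposited table came to 0.131% in gonadal cells and 0.227% in whole animals at 9.5 hr. At 15 hr they came to 1.35% in gonadal cells and 0.136% in whole animals. The whole-animal share at 9.5 hr rests on 34 male-biased transcripts. Y39B6A.50, which was listed at 0 in hermaphrodites and at 6.84 FPKM in males, had q = 0.390 in the authors' deposited table and was not counted.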

As a consequence, the high correlation of replicates (Figure S1) was critical for reliably identifying the rare sex-biased transcripts.

### Validation of SGP transcriptomes

To validate the gonadal transcriptome data (Table S2), we examined the representation of genes previously shown to be expressed in the SGPs. Among the mRNAs that were enriched in Z1/Z4 and their daughters relative to the entire larva, or expressed in Z1/Z4 and their daughters, to the best of our knowledge we identified all transcripts with previously described SGP expression. 

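Enrichment in gonadal cells was examined for 8 genes that had been shown to be expressed in Z1 and Z4 or their daughters. *gem-4* (chromosome IV, 11745617 to 11748604) was gonad-enriched in all 4 comparisons of the authors' deposited table, with log2 fold changes of 2.59 in hermaphrodites and 3.68 in males at 9.5 hr and of 2.02 and 2.32 at 15 hr, all at the smallest q. Adding 1 FPKM to both groups lowered its log2 fold change in hermaphrodites at 15 hr to 1.96, under the cutoff. *fkh-6* (chromosome II, 4378839 to 4386290) was enriched at 9.5 hr by 3.81 in hermaphrodites (q = 0.00480) and 3.28 in males (q = 0.00221) in the authors' deposited table. *tra-1* (chromosome III, 11171993 to 11195101) was enriched only in males at 9.5 hr, at 286 FPKM in gonadal cells and 70.6 FPKM in whole animals in the authors' deposited table, a log2 fold change of 2.02, against 1.69 in hermaphrodites. The difference between the sexes in the enrichment of *tra-1* at 9.5 hr was 0.33, with a standard error of 0.712 and p = 0.646 from the authors' test statistics. At 15 hr its log2 fold changes were 0.96 in males and -0.71 in hermaphrodites, neither past the cutoff. The difference of 1.67 had a standard error of 0.610 and p = 0.00613 from the authors' test statistics. The adjusted value was 0.154 over 11163 genes.

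At 15 hr *ceh-22* (chromosome V, 10672438 to 10675623) was enriched by 2.73 in hermaphrodites and 3.28 in males, and *dsh-2* (chromosome II, 5078227 to 5081153) by 2.27 and 2.22, in the authors' deposited table. The other three genes were enriched in hermaphrodites at 15 hr only. The authors' deposited table gives log2 fold changes of 2.35 for *cyd-1* (chromosome II, 12980522 to 12993049), 2.101 for *sys-1* (chromosome I, 9980124 to 9984815) and 2.13 for *lin-26* (chromosome II, 7671960 to 7684709, q = 0.0129). Males were at 1.98, 1.81 and 1.37 in the authors' deposited table. The differences between the sexes for *cyd-1*, *sys-1* and *lin-26* had p = 0.478, p = 0.610 and p = 0.578 from the authors' test statistics.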

The majority of these transcripts were identified as significantly gonad-enriched in our analysis: *fkh-6* (Chang *et al.* 2004), *tra-1* (Mathies *et al.* 2004), *gem-4* (Church and Lambie 2003), *ceh-22* (Lam *et al.* 2006), *cyd-1* (Tilmann and Kimble 2005), *sys-1* (Miskowski *et al.* 2001), *dsh-2* (Chang *et al.* 2005), and *lin-26* (den Boer *et al.* 1998). 

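For *gon-14* (chromosome V, 6606427 to 6611146), *gon-2* (chromosome I, 8549524 to 8570951) and *gon-4* (chromosome IV, 10197798 to 10202969), log2 fold changes between gonadal cells and whole animals ranged from 0.29 to 0.92 at 9.5 hr in the authors' deposited table. They ranged from 1.18 to 1.89 at 15 hr in the authors' deposited table. *gon-2* came nearest to the cutoff, at 229 FPKM in gonadal cells and 61.7 FPKM in whole animals of males at 15 hr in the authors' deposited table (q = 0.00259). *pop-1* (chromosome I, 2823470 to 2830295) was lower in gonadal cells at 9.5 hr in the authors' deposited table, by log2 fold changes of -0.77 in hermaphrodites (q = 0.00447) and -0.83 in males (q = 0.00221). At 15 hr they were -0.17 (q = 0.647) and 0.34 (q = 0.277) in the authors' deposited table. In whole animals at 15 hr the 4 genes were between 33.8 and 132 FPKM in the authors' deposited table. For none of them did enrichment at 15 hr differ between the sexes, the nearest being *pop-1* with a difference of 0.50, a standard error of 0.424 and p = 0.238 from the authors' test statistics.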

Several other known SGP-expressed genes, [*gon-14* (Walker *et al.* 2004), *gon-2* (Sun and Lambie 1997), *gon-4* (Friedman *et al.* 2000), and *pop-1* (Siegfried *et al.* 2004)], also were identified as expressed in SGPs but did not meet our cutoff of log_2_(twofold) for enrichment in gonadal primordial cells due to their expression in other tissues. Based on our detection of previously described SGP-expressed genes, it appears that our data set identifies a majority of this gene class.

To further assess the SGP transcriptome data, we analyzed expression from transcriptional reporter transgenes containing from 400 bp to 3.6 kb of upstream sequences from each of ten genes showing SGP-enriched mRNA expression fused to GFP at the transcriptional start site. 

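Promoters of 10 genes were used for reporters. Of the genes apart from *ckb-3*, *ceh-8*, K03B8.8 and F52D2.7, *pes-1* (chromosome IV, 5002744 to 5005339) had log2 fold changes of 4.33 in hermaphrodites and 4.85 in males at 9.5 hr in the authors' deposited table (smallest q and q = 0.00381). R11A5.3 (chromosome I, 7862837 to 7863548) was enriched in males at 9.5 hr, at 264 FPKM in gonadal cells and 33.4 FPKM in whole animals in the authors' deposited table, a log2 fold change of 2.98 against 1.64 in hermaphrodites. The difference of 1.35 between the sexes had a standard error of 0.444, with p = 0.00241 from the authors' test statistics and an adjusted value of 0.343 over 10466 genes. *sdz-1* (chromosome III, 8699402 to 8700254) passed the cutoffs only in hermaphrodites at 15 hr, at 2.80 (q = 0.00303), with 1.41 and 1.28 in hermaphrodites and males at 9.5 hr in the authors' deposited table.

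*pho-10*, listed under its sequence name C05C10.1 (chromosome II, 9918066 to 9920509), was enriched by 4.58 in hermaphrodites (q = 0.00183) and 4.58 in males at 9.5 hr in the authors' deposited table. *xtr-2* (chromosome X, 12315472 to 12317605) was enriched by 3.65 and 3.79 with the smallest q in the authors' deposited table. T13F3.8 (chromosome V, 16271620 to 16272478) was enriched in hermaphrodites only, at 14.2 FPKM in gonadal cells and 2.89 FPKM in whole animals in the authors' deposited table, a log2 fold change of 2.301 (q = 0.0247). With 1 FPKM added to both groups the log2 fold change of T13F3.8 was 1.97, under the cutoff.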

Seven of the ten reporters were expressed in the somatic gonadal precursor cells (*sdz-1*, R11A5.3, F52D2.7, *ckb-3*, K03B8.8, *ceh-8*, *pes-1*); the others (*pho-10*, *xtr-2*, T13F3.8) may have lacked essential regulatory elements, such as intronic enhancers, or might have been false positives. Among the reporters expressed in the gonad, some were expressed only in the Z1/Z4 lineage (Figure 4A), whereas others were expressed more broadly in other tissues (Figure 4B). 

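At 9.5 hr *ckb-3* (chromosome III, 4370857 to 4372792) was at 249 FPKM in gonadal cells and 17.8 FPKM in whole animals of hermaphrodites in the authors' deposited table, a log2 fold change of 3.81, and at 3.88 in males. *ceh-8* (chromosome I, 8245849 to 8250890) was enriched by 3.16 in hermaphrodites and 3.48 in males in the authors' deposited table. K03B8.8 (chromosome V, 11407505 to 11411001) was enriched by 2.699 in hermaphrodites and by 2.69 in males (q = 0.00101), and F52D2.7 (chromosome X, 1962567 to 1966164) by 2.25 and 2.61, in the authors' deposited table. All other q-values of the 4 genes at 9.5 hr were the smallest q. At 15 hr *ckb-3* stayed enriched in both sexes, at 3.95 and 4.59, while F52D2.7 was at 1.78 and 1.52, under the cutoff, in the authors' deposited table. Enrichment at 9.5 hr did not differ between the sexes for *ckb-3*, *ceh-8*, K03B8.8 or F52D2.7, with p = 0.896, p = 0.564, p = 0.997 and p = 0.571 from the authors' test statistics.

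**Figure D2:**
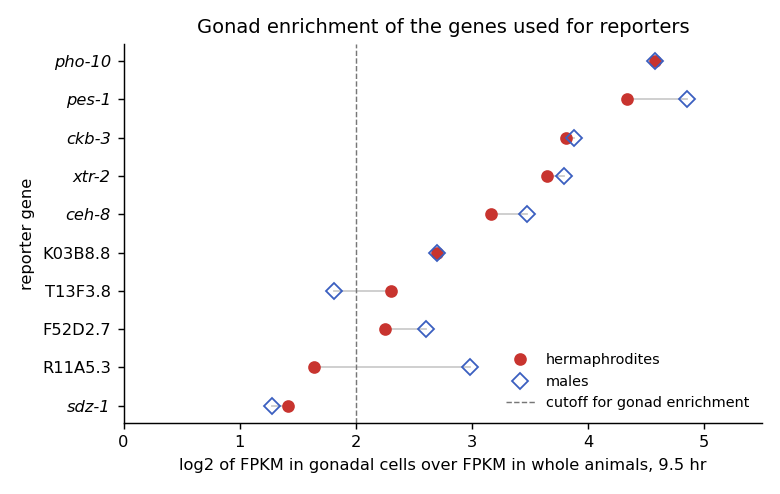
Log2 fold change of gonadal cells over whole animals at 9.5 hr for the genes used for reporters, in hermaphrodites (filled circles) and males (open diamonds), from the authors' comparisons, with the cutoff as a dashed line. The values of *ckb-3* and *ceh-8* lie above 3 in both sexes, and those of K03B8.8 and F52D2.7 lie between 2 and 3.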

In general, the specificity of reporter expression was reflected in the transcriptome analysis: the greater the fold of gonad-enrichment in our transcriptome analysis, the more exclusive the expression pattern of the reporter was to the gonad (Figure 4, compare panel A high enrichment *vs.* panel B lower enrichment).

**Figure 4:**
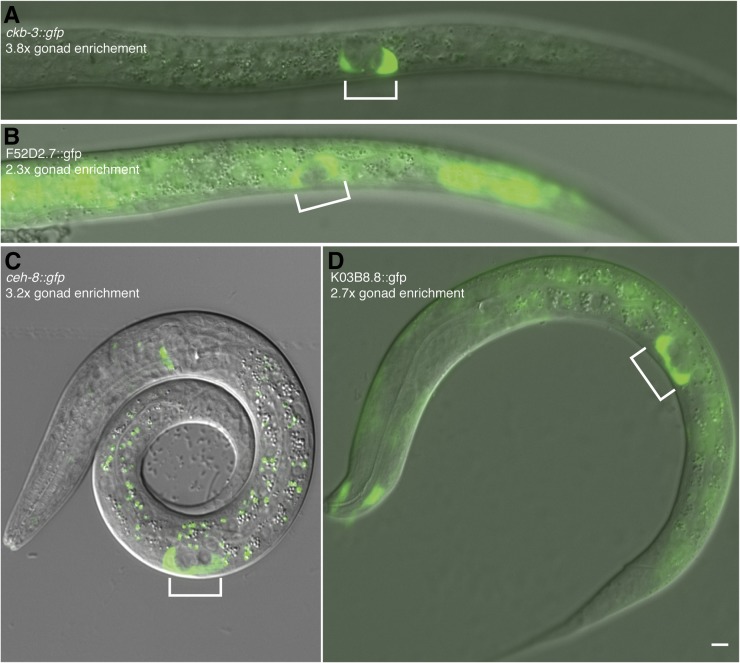
Transcriptional reporter gene analysis confirms gonadal mRNA enrichment. GFP expression of promoter fusions and log_2_(fold enrichment) values for Z1/Z4 compared to whole animal in hermaphrodites. (A) *ckb-3* reporter shows exclusive gonadal expression, (B) F52D2.7 reporter shows weak gonad-enrichment, (C) *ceh-8* reporter shows strong gonad-enrichment, and (D) K03B8.8 shows moderate gonad-enrichment. Gonads are indicated by brackets. Scale bar is 5 μm.

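*egl-5* (chromosome III, 7814317 to 7817062) was at 102 FPKM in male and 3.61 FPKM in hermaphrodite gonadal cells at 15 hr in the authors' deposited table, a log2 fold change of 4.82. *hlh-3* (chromosome II, 9086547 to 9087856) was at 39.9 FPKM in males and 3.08 FPKM in hermaphrodites in the authors' deposited table, a log2 fold change of 3.70. *fkh-6* was at 72.8 FPKM in males and 14.8 FPKM in hermaphrodites in the authors' deposited table, a log2 fold change of 2.29. All 3 had the smallest q. In whole animals at 15 hr the log2 fold changes of *egl-5*, *hlh-3* and *fkh-6* were 0.00 (q = 0.992), 0.70 (q = 0.0955) and 1.02 (q = 0.553) in the authors' deposited table.

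Compared with whole animals of the same sex, *egl-5* and *hlh-3* were depleted in hermaphrodite gonadal cells at 15 hr, by -4.33 and -2.60 in the authors' deposited table, and not called in male gonadal cells, at 0.49 and 0.40. The difference between the sexes was 4.82 for *egl-5* (standard error 0.839) and 3.00 for *hlh-3* (standard error 0.652), from the authors' test statistics.

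**Figure D3:**
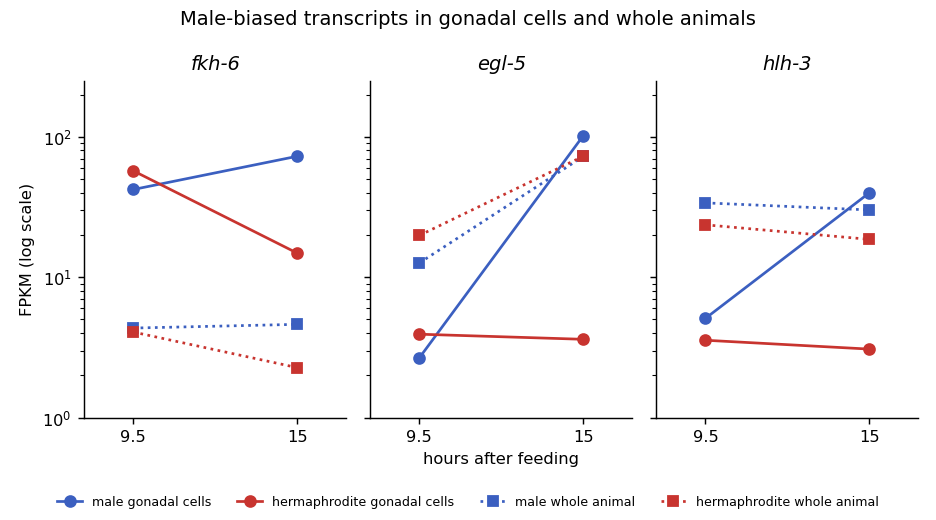
FPKM on a log scale of *fkh-6*, *egl-5* and *hlh-3* in gonadal cells and whole animals of both sexes at both times, 1 pooled value per group from the authors' table. At 15 hr male gonadal cells lie above hermaphrodite gonadal cells for all 3 genes.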

Among the 269 sex-biased transcripts identified during the later time point, we detected all three of the previously described male-biased transcripts (*fkh-6*, *egl-5*, and *hlh-3*) as well as 146 novel male-biased transcripts (Table S3). Our transcriptome data recapitulated previous gonadal expression analyses. For example, an *fkh-6* reporter is initially expressed in Z1/Z4 in both sexes but after the Z1/Z4 division the reporter is maintained longer duration in male than hermaphrodite gonads (Chang *et al.* 2004). Likewise, transcriptome analysis found that *fkh-6* mRNA is gonad-enriched in both sexes at the earlier time, and at the later time it is gonad-enriched only in males. Additionally, reporters of *egl-5* and *hlh-3* were previously shown to be expressed in the late L1 gonad, exclusively in males (Kalis *et al.* 2010; J. Kimble, personal communication).

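At 15 hr *fkh-6* was enriched in male gonadal cells over male whole animals by 3.98 in the authors' deposited table (q = 0.0142, above an alternative cutoff of 0.01). In hermaphrodites the authors' deposited table gives a log2 fold change of 2.71 at 15 hr with q = 0.0564, past the fold cutoff but not the q cutoff. The enrichment at 15 hr was 1.27 higher in males, with a standard error of 1.78 and p = 0.476 from the authors' test statistics, so the enrichment was not shown to differ between the sexes. The male bias within gonadal cells rose by 2.73 from 9.5 hr, where it was -0.44 in the authors' deposited table, with a standard error of 0.812. That rise had p = 0.000759 from the authors' test statistics and an adjusted value of 0.0520 over 8560 genes.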

### Phenotypic analyses of male-biased, gonad-enriched transcripts

Of the mRNAs enriched in the gonad, 5.4% (earlier time) and 11.5% (later time) of the genes were previously reported to have a sterile phenotype based on either mutant alleles or RNAi. This relatively small proportion of gonadally-enriched mRNAs required for fertility may indicate significant genetic redundancy. 

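Table S4 lists the 44 genes treated by RNAi, and 37 of their names were found in the authors' deposited table. Some of the unmatched names look like typing errors and were not corrected, so the counts below may be too low. Of these, 31 were male-biased in gonadal cells at 15 hr, with a median log2 fold change of 3.36 (range 2.06 to 5.94) in the authors' deposited table. Overlaps of the list with the authors' calls showed 33 genes gonad-enriched in males at 15 hr and 17 at 9.5 hr, or 34 at either time. Male bias and gonad enrichment in males at 15 hr were both called for 28 genes. There was 1 gene in none of these lists.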

In an attempt to uncover redundant requirements in gonadal function for the sex-biased and gonad-enriched transcripts expressed in the somatic gonad, we therefore performed RNAi of 44 male-biased, gonad-enriched mRNAs in four sensitized strains [(1) *tra-1(e1834)*; *fkh-6(ez16)*, (2) *him-8(e1489)*; (3) *egl-5(n486)*, *him-8(e1489)*; and (4) *hlh-3(ot354)*, *him-8(e1489)*] carrying mutations causing mild to more severe male gonadal defects. Three of the four genes are known to display partial redundancy with other gonadal regulators in males (Kalis *et al.* 2010). We tested more than 170 combinations of RNAi and sensitizing mutations without observing significant enhancement of gonadal defects (Table S4). To allow testing of many RNAi/strain combinations, we used an existing RNAi clone library (Kamath and Ahringer 2003) and administered RNAi by bacterial feeding. As a positive control for RNAi during each round of RNAi experiments we used *fkh-6(RNAi)*, which causes male-specific gonadogenesis defects in early larvae and spermathecal defects and infertility in adult hermaphrodites. The paucity of phenotypic effects in our RNAi assays further suggests extensive genetic redundancy within the gonad, and indicates that network-based approaches may be needed to elucidate the molecular functions of these genes.

### Identification of novel isoforms

Transcriptome analysis identified previously unannotated mRNA isoforms from 66 genes with gonad-enriched expression (20 unannotated isoforms were enriched at the earlier time, 14 at the later time, and 32 were enriched at both times, as indicated in Table S2 and Table S3). These unannotated isoforms used undescribed alternative transcriptional start sites or exons, (Figure 5A) or omitted specific exons that had previously appeared constitutive. 

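Names marked in Table S2 gave 66 genes with unannotated isoforms, 20 marked at the earlier time only, 14 at the later time only and 32 at both times. Their isoforms were not analysed here, since the FPKM values in the authors' deposited table are sums per gene. Of the marked genes, 49 were gonad-enriched in males and 42 in hermaphrodites at 9.5 hr, and 40 and 27 at 15 hr. Median log2 fold changes of these genes were 3.47 in males and 3.36 in hermaphrodites at 9.5 hr, and 3.07 and 2.77 at 15 hr, in the authors' deposited table.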

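For *ceh-8*, the gene shown in Figure 5A, the summed level in male gonadal cells was 245 FPKM at 9.5 hr and 79.2 FPKM at 15 hr in the authors' deposited table. At 15 hr it remained gonad-enriched in males, at 2.26 with the smallest q, and was under the cutoff in hermaphrodites at 1.08 (q = 0.0159) in the authors' deposited table. The difference of 1.19 between the sexes had a standard error of 0.539 and p = 0.0277 from the authors' test statistics, with an adjusted value of 0.346 over 11163 genes.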

Six mRNAs that were sex-biased in the SGP-daughters but not gonad-enriched were also expressed as unannotated isoforms. In contrast to a recent report of more than 300 sex-biased isoforms in the adult germline (Ortiz *et al.* 2014), we did not detect sex-biased mRNA isoforms in the somatic gonad; however, two genes (*glna-1* and *fbxc-40*), one of which is shown in Figure 5B expressed two distinct unannotated mRNA isoforms, one at the earlier time in Z1/Z4 and the other at the later time in Z1/Z4 daughters. It will be of interest to test whether these gonad-enriched isoforms have specialized functions.

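Table S3 marks 15 of its 269 sex-biased transcripts as forming an unannotated isoform. Matched by name, 12 of the 15 are absent from the isoform genes of Table S2. In the other direction, 4 isoform genes of Table S2 were sex-biased in gonadal cells at 15 hr.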

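*glna-1*, listed under its sequence name C09F9.3 (chromosome II, 14721274 to 14727974), was gonad-enriched in all 4 comparisons of the authors' deposited table, by 2.65 in hermaphrodites and 3.23 in males at 9.5 hr and by 2.14 and 3.52 at 15 hr. *fbxc-40* (chromosome II, 986010 to 988672) was enriched by 2.69, 3.28, 3.56 and 3.92 in the same order in the authors' deposited table, and all q-values of both genes were the smallest q. Between the sexes, the log2 fold change of gonadal cells at 15 hr was 0.63 for *glna-1* (q = 0.0227) and 0.08 for *fbxc-40* (q = 0.850) in the authors' deposited table. The sex bias changed between the times by 0.39 for *glna-1* (standard error 0.529) and by -0.02 for *fbxc-40* (standard error 0.555), from the authors' test statistics.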

**Figure 5:**
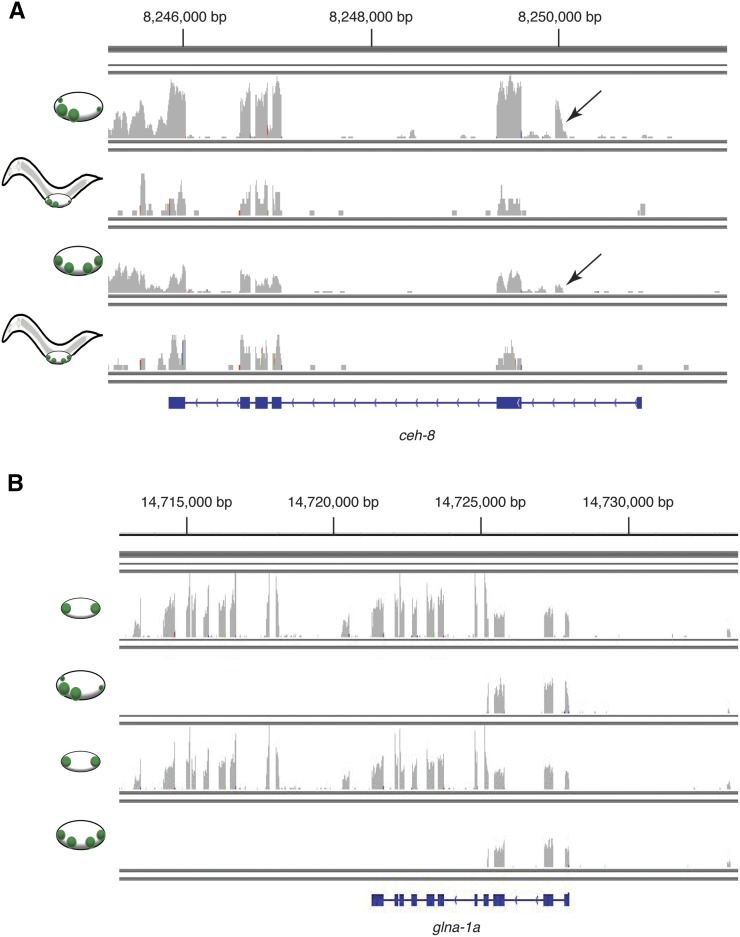
Identification of novel gonad-expressed exons. Plots of RNA-seq data; *x*-axis corresponds to the genomic position and *y*-axis denotes the average coverage of each position in the transcript normalized to the total number of uniquely mapped reads. (A) Normalized transcript coverage of the *ceh-8* locus in four samples: male Z1/Z4 daughter cells, male whole animals, hermaphrodite Z1/Z4 daughter cells, and hermaphrodite whole animals, respectively, from top to bottom. There was low expression for the *ceh-8* locus in whole animals so the *y*-axis values for whole animals were doubled to better visualize exon coverage. Arrow denotes novel gonad-specific exon. (B) Normalized transcript coverage of four samples of the *glna-1* genetic locus: male Z1/Z4 cells, male Z1/Z4 daughter cells, hermaphrodite Z1/Z4 cells, and hermaphrodite Z1/Z4 daughter cells.

### Correlations of transcripts with similar temporal, gonadal, or sex-biased expression

We next examined the pattern of transcript enrichment in the two sexes at each time. At the earlier time, gonadal transcriptomes were very similar in the two sexes, but they diverged at the later time (Table S2). 

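At 9.5 hr, 316 of the 557 transcripts gonad-enriched in either sex were called in both, or 56.7% (95% Wilson interval 52.6% to 60.8%). At 15 hr, 220 of 624 were called in both, or 35.3% (31.6% to 39.1%). Enrichment was then compared between the sexes gene by gene, as the difference of the authors' log2 fold changes over the standard error from the authors' test statistics. At 9.5 hr, enrichment was higher in males for 14 and in hermaphrodites for 22 of 10466 genes at an adjusted value under 0.05. At 15 hr, it was higher in males for 142 and in hermaphrodites for 98 of 11163 genes.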

Only 40% of mRNAs that were enriched in the gonad at the earlier time in either sex remained significantly enriched at the later time and many new mRNAs became gonad-enriched (Figure 6A, top portion of heatmap; Table S2), suggesting that the network of genes expressed during gonadal development is dynamic during this period. 

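Of the 557 transcripts gonad-enriched at 9.5 hr in either sex, 260 were enriched at 15 hr in either sex, or 46.7% (95% Wilson interval 42.6% to 50.8%). Counted within a sex, 185 of 455 transcripts in males and 170 of 418 in hermaphrodites stayed enriched, 40.7% in each. A fold cutoff of 1 moved the share in either sex most, to 68.6%. Of the 624 transcripts enriched at 15 hr, 364 had not been enriched at 9.5 hr, or 58.3%. Among the 297 transcripts no longer called at 15 hr, 157 (52.9%) kept a log2 fold change of at least 1 in a sex where they had been called, by the authors' deposited table, 67 (22.6%) were under 0, and 15 were called gonad-depleted. From the share that stayed enriched and the new transcripts, the paper proposes that the network of genes expressed in the gonad is dynamic.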

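Of the 269 transcripts sex-biased in gonadal cells at 15 hr, 81 were gonad-enriched in the sex of the bias, or 30.1% (95% Wilson interval 24.9% to 35.8%). The share was 42 of 149 male-biased transcripts, 28.2% (21.6% to 35.9%), and 39 of 120 hermaphrodite-biased transcripts, 32.5% (24.8% to 41.3%). Of the 42, 3 were listed at 0 in whole animals, so that their log2 fold change was infinite. With these not counted, a setting chosen after seeing the data, the shares were 29.0% of all and 26.2% of male-biased transcripts. A fold cutoff of 1 moved the shares apart, to 18.0% of male-biased and 48.1% of hermaphrodite-biased transcripts. Among all 9623 genes tested for sex bias, 6.48% were gonad-enriched in either sex.

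Both comparisons use the same gonadal samples, so chance values are shared. In 200 simulations, 8946 genes had no difference between the sexes or between gonadal cells and whole animals, with errors from the authors' test statistics. Calls in them used the fold and p-value cutoffs without a q-value. Of the 16.9 transcripts called sex-biased per simulation, 17.8% were gonad-enriched as well. The simulated share was 22.1% for male-biased and 13.7% for hermaphrodite-biased calls. Gonadal cells and whole animals do differ in the data, so these shares are not the shares expected there. They show only that shared samples alone can link the calls.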

Of 269 mRNAs with sex-biased expression in the Z1/Z4 daughters, 29% also were enriched in the gonad and therefore may act primarily in that tissue (Table S3); 33% and 26% of mRNAs that were hermaphrodite-biased or male-biased, respectively, were enriched in the gonad, suggesting similar levels of sexual specialization in the gonads of each sex (Figure 6B).

**Figure 6:**
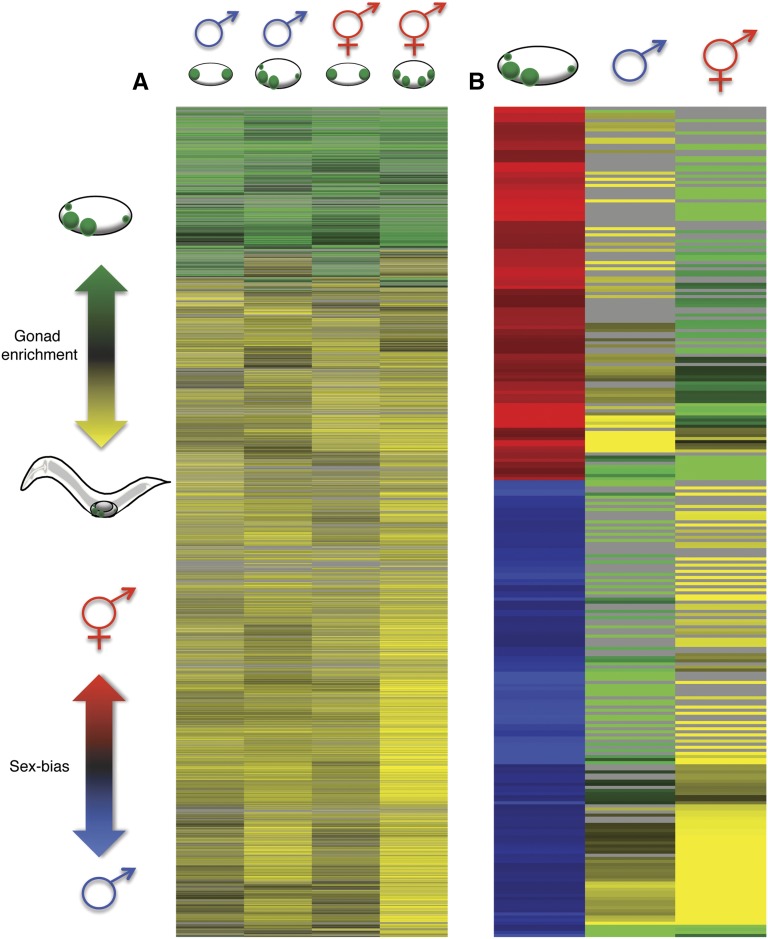
Gonadal-enrichment of transcripts becomes more diverse between the sexes with the division of Z1/Z4. (A) Heat map of 4689 mRNAs that were enriched or depleted in the gonad by at least log_2_(twofold) with *P* < 0.025 and false discovery rate (FDR) < 0.05 significance. Each row represents the enrichment of an individual transcript. Gonad enrichment is indicated by green and gonad depletion by yellow. Gray indicates that fold enrichment was not significant. Column 1: male gonadal-enrichment at the earlier time, column 2: male gonadal-enrichment later time, column 3: hermaphrodite gonadal-enrichment earlier time, and column 4: hermaphrodite gonadal-enrichment later time. (B) Heat map of 269 transcripts that were sex-biased within the gonad at the later time to at least log_2_(twofold) with *P* < 0.025 and FDR < 0.05 significance. Male-biased is indicated by blue and hermaphrodite-biased by red. Column 1: Sex-bias within the gonad at the later time, column 2: male gonad-enrichment, and column 3: hermaphrodite gonad-enrichment. Hierarchical cluster analysis was performed by Cluster 3.0 (Eisen *et al.* 1998) and visualized by Java TreeView (Saldanha 2004).

### Candidate regulators of the gonadal transcriptome

We hypothesized that transcripts showing similar enrichment profiles might be regulated by the same *cis*-regulatory elements and *trans*-acting factors. Due to the generally compact nature of *C. elegans* promoter regions (Blazie *et al.* 2015), it is feasible to search for regulatory elements within undefined promoter regions. We defined the promoter region as 1000 bp upstream of the transcriptional start site and used DREME (Bailey 2011) to identify motifs overrepresented in the promoter regions of genes biased for expression in one sex and underrepresented in the promoter regions of genes biased for expression in the other sex. The promoter regions of hermaphrodite-biased genes expressed in Z1/Z4 daughter cells were enriched for the motif ACTTKAAC, present in 18% of 120 hermaphrodite-biased genes (Table S3), while this motif appeared in less than 1% of the promoter regions of male-biased genes at the same time point. 

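Table S3 marks 33 of the 120 hermaphrodite-biased transcripts, or 27.5%, and 0 of the male-biased transcripts for the motif in their promoter regions. The paper describes the marks as a scan of promoters of hermaphrodite-biased genes, so the 0 says nothing about male-biased transcripts. The motif search itself was not run here. The marked transcripts had a median log2 bias toward hermaphrodites of 2.62 (range 2.02 to 5.31) in the authors' deposited table, and the unmarked hermaphrodite-biased transcripts had a median of 2.90. Of the 33, 10 were gonad-enriched in hermaphrodites at 15 hr. *set-32* (chromosome I, 9519250 to 9521182) had the strongest bias among the marked transcripts, at 1.601 FPKM in males and 63.4 FPKM in hermaphrodites in the authors' deposited table.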

We then used FIMO (Grant *et al.* 2011) to identify the promoter regions of hermaphrodite-enriched genes that contained the ACTTKAAC motif (indicated in Table S3). Further analysis using Tomtom (Gupta *et al.* 2007) to compare the hermaphrodite-enriched motif ACTTKAAC against a database of known motifs identified HLH-2 as a potential *trans*-acting factor binding this motif. 

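*hlh-2* (chromosome I, 7190846 to 7193914) was at 127 FPKM in male and 139 FPKM in hermaphrodite gonadal cells at 15 hr in the authors' deposited table, a log2 fold change between the sexes of -0.14 (q = 0.699). At 9.5 hr it was at 5.86 FPKM in males and 5.13 FPKM in hermaphrodites in the authors' deposited table, too low for a test between the sexes. Relative to whole animals it was gonad-depleted at 9.5 hr, by -3.05 in males and -3.25 in hermaphrodites with the smallest q, and higher in gonadal cells at 15 hr, by 0.86 (q = 0.00199) and 1.52, in the authors' deposited table. Enrichment at 15 hr was 0.66 lower in males, with a standard error of 0.506 and p = 0.192 from the authors' test statistics.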

We found *hlh-2* mRNA to be expressed in the somatic gonad in both sexes. However, HLH-2 has been shown to act as a DNA-binding heterodimer (Portman and Emmons 2000; Thellmann *et al.* 2003), indicating that HLH-2 could be acting through the hermaphrodite-enriched motif, presumably in concert with other, sex-limited, factors. 

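For the genes that the paper lists as interacting with HLH-2, apart from *hlh-3*, sex bias in gonadal cells at 15 hr was below the cutoff. The log2 fold changes of males over hermaphrodites were 0.62 for *ces-1* (chromosome I, 8633943 to 8636038), 0.10 for *egl-43* (chromosome II, 9955126 to 9967073), 0.22 for *lag-2* (chromosome V, 3188348 to 3189839), 0.73 for *lin-12* (chromosome III, 9060165 to 9071311) and -0.25 for *lin-32* (chromosome X, 2229200 to 2230077) in the authors' deposited table. The smallest q-value among them was 0.0161 for *lin-12* in the authors' deposited table. *hlh-14* (chromosome II, 5737770 to 5739772) was at 0.620 FPKM in males and 0.281 FPKM in hermaphrodites in the authors' deposited table, too low for a test.

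Compared with whole animals, *lin-32* was called gonad-depleted in hermaphrodites at 9.5 hr, by -3.69 (q = 0.0211) in the authors' deposited table. Males were at -4.88 at 9.5 hr, and the difference of -1.19 between the sexes had p = 0.424 from the authors' test statistics. At 15 hr *lin-32* was gonad-enriched in both sexes, by 3.29 and 3.67, in the authors' deposited table. *egl-43* was enriched in both sexes at 9.5 hr, by 2.06 and 2.49, and *lag-2* in hermaphrodites, by 2.14, in the authors' deposited table. *ces-1* was depleted at 15 hr in both sexes, by -2.81 and -2.63, in the authors' deposited table. The change in sex bias between the times was 0.56 for *lin-12*, with a standard error of 0.556 from the authors' test statistics.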

Of the seven genes with which HLH-2 is known to interact (*ces-1*, *egl-43*, *hlh-3*, *hlh-14*, *lag-2*, *lin-12*, *lin-32*) only one gene, *hlh-3*, has sex-limited expression in the somatic gonadal precursor cells, with higher expression in male cells. This could indicate that an HLH-3/HLH-2 heterodimer acts in males to repress hermaphrodite-biased transcripts or alternatively HLH-2 may have another partner, yet to be identified, in the gonad.

We did not identify an enriched motif in male-biased transcripts but previous work has identified two transcriptional regulators, TRA-1 and FKH-6, which are crucial for male-specific gonadal development. Some of the male-biased transcripts identified here are likely to be regulated in the somatic gonad by one or both of these transcription factors. TRA-1 (Zarkower and Hodgkin 1992) is a GLI homolog that regulates sex determination by repressing genes involved in male differentiation (Chen and Ellis 2000; Conradt and Horvitz 1999; Yi *et al.* 2000). TRA-1 is required only in hermaphrodites in most tissues, but in the somatic gonad TRA-1 not only promotes hermaphrodite development in XX animals but also acts in both sexes to regulate SGP position and polarity and promote proliferation of gonadal cells (Mathies *et al.* 2004; Schedl *et al.* 1989). To identify potential mediators of TRA-1-dependent gonadal development, we asked whether any of the sex-biased gonadal transcripts identified here also are likely direct targets of TRA-1. A recent study identified 184 *in vivo* TRA-1 binding sites in XX larvae (Berkseth *et al.* 2013). 

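*cec-1* (chromosome III, 8426265 to 8428509) was at 95.2 FPKM in male and 17.6 FPKM in hermaphrodite gonadal cells at 15 hr in the authors' deposited table, a log2 fold change of 2.44 with the smallest q. C26B9.6 (chromosome X, 5333045 to 5335399) had a log2 fold change of 2.29 with the smallest q, *ztf-22* (chromosome II, 13272564 to 13304147) of 3.106 (q = 0.00346) and *col-176* (chromosome X, 10077554 to 10078542) of 2.59 (q = 0.00829) in the authors' deposited table. *ztf-22* and *col-176* were at 0.860 and 1.37 FPKM in hermaphrodite gonadal cells in the authors' deposited table, and with 1 FPKM added to both groups the log2 fold change of *col-176* was 1.96, under the cutoff. All 4 transcripts were gonad-depleted in hermaphrodites at 15 hr, with log2 fold changes from -2.63 for *cec-1* to -3.94 for *ztf-22*, and none was called in males, in the authors' deposited table.

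With 184 sites counted as genes among all 19862 entries, 1.38 of 149 transcripts would be near a site by chance, and finding 4 or more had p = 0.0500 in a one-sided exact hypergeometric test computed here. The paper states that the overlap was significant.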

Four of the 149 male-biased gonadal transcripts (*ztf-22*, *cec-1*, *col-176*, and C26B9.6) were from genes near TRA-1 binding sites, which was a statistically significant hyper-geometric probability of overlap between these two data sets. Additional mRNAs that were enriched in the gonad and near TRA-1 binding sites are noted in Table S2. Future experiments can test whether these genes are downstream effectors of TRA-1 in the SGPs. Because the previous TRA-1 ChIP-seq was performed on L2 and later larvae there may be additional TRA-1 SGP targets during L1 that were not identified. FKH-6 also is essential for proper differentiation of somatic cells in the male gonad and functions in parallel with TRA-1 to promote cell proliferation in the male somatic gonad (Chang *et al.* 2004). We investigated the occurrence of FKH-6 binding sites in genes with gonad-enriched expression, but the low sequence complexity of the FKH-6 binding site (Kalis *et al.* 2010) precluded useful enrichment analysis. Determining the direct targets of gonadal transcription factors may provide valuable entry points to identify the regulatory networks controlling sex-specific gonadal gene expression during this period.

Previous studies found that genes with female-biased expression in the adult soma are enriched on the X chromosome in adult animals, while no bias was observed in adult males or larval animals of either sex (Reinke *et al.* 2004; Thoemke *et al.* 2005). We therefore examined chromosomal locations of the sex-biased and gonad-enriched transcripts identified in this study. 

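The share of gonad-enriched transcripts on the X chromosome was compared with that of all genes tested in the same comparison, with Fisher's exact test (one-sided for over-representation) adjusted over 36 tests of 6 lists and 6 chromosomes. On X lay 92 of 455 transcripts enriched in males at 9.5 hr, 1.35 times the number expected (Fisher's exact test, p = 0.00123, adjusted 0.00885). In hermaphrodites at 9.5 hr it was 86 of 418, 1.40 times the number expected (Fisher's exact test, p = 0.000519). In males at 15 hr it was 82 of 386, 1.38 times (Fisher's exact test, p = 0.00115). In hermaphrodites at 15 hr it was 82 of 458, 1.17 times (Fisher's exact test, p = 0.0657, adjusted 0.214), which did not pass an adjusted threshold of 0.05. Against all genes instead of tested genes, the ratios were 1.45, 1.47, 1.52 and 1.28, the last with p = 0.0102 (Fisher's exact test, adjusted 0.0734).

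A fold cutoff of 1 moved the ratios most and reversed them, to 0.915 in males and 0.869 in hermaphrodites at 9.5 hr and to 0.650 and 0.647 at 15 hr. Against random lists matched for FPKM, the ratios were 1.295, 1.294, 1.290 and 1.064 in the order above. Of the other chromosomes, V held 1.36 times the number expected of the transcripts enriched in hermaphrodites at 9.5 hr (adjusted 0.00885), but 0.997 times against all genes. Calls in the authors' deposited table were the source of all lists.

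**Figure D4:**
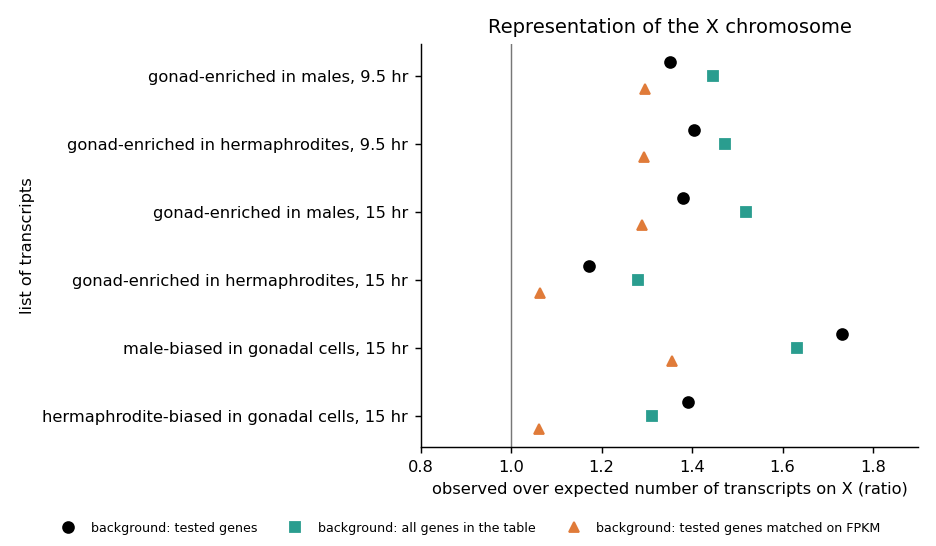
Number of transcripts on the X chromosome over the number expected from tested genes, for transcripts gonad-enriched in each sex at each time and for transcripts sex-biased in gonadal cells at 15 hr. Ratios run from 1.17 for hermaphrodites at 15 hr to 1.73 for male-biased transcripts.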

We found that gonad-enriched genes from both sexes and both time points were significantly enriched for expression on the X chromosome. Additionally transcripts that were male-biased in Z1/Z4 daughters were also significantly enriched on the X chromosome (Figure 7).

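Of the 149 transcripts male-biased in gonadal cells at 15 hr, 34 lay on X, 1.73 times the number expected from tested genes (Fisher's exact test, p = 0.000818). For hermaphrodite-biased transcripts it was 22 of 120, 1.39 times (Fisher's exact test, p = 0.0663, adjusted 0.214). Against random lists matched for FPKM, the ratio for male-biased transcripts was 1.35 (permutation p = 0.0328, adjusted 0.148). With the fold cutoff at 1 the ratios were 1.67 for male-biased and 1.48 for hermaphrodite-biased transcripts, the latter with an adjusted value of 0.00175.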

**Figure 7:**
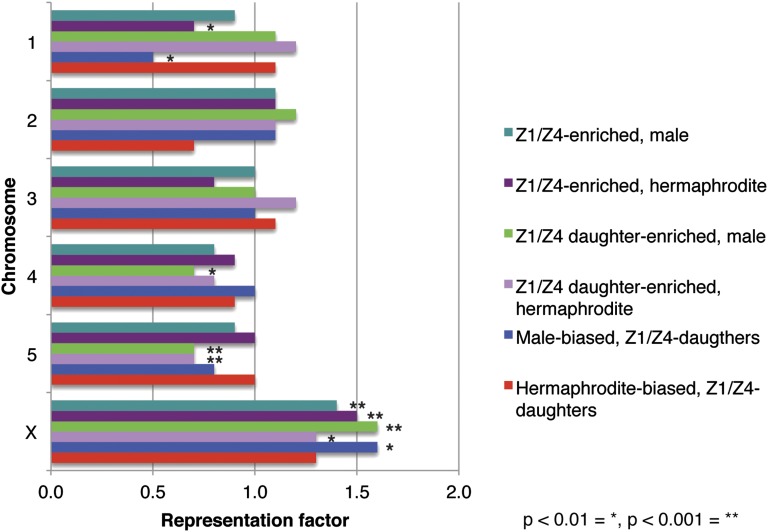
Gonad-enriched transcripts were significantly enriched on the X chromosome. Chromosomal distribution of gonad-enriched transcripts in either Z1/Z4 or Z1/Z4-daughters (for either the male or hermaphrodite) and sex-biased transcripts. The representation factor is the ratio of observed to expected transcripts for each chromosome. A hyper-geometric probability test was used to determine any statistically significant deviation of observed from expected. *P* values of < 0.01 and 0.001 are indicated by * and **, respectively.

### Enrichment of functional gene classes

Gene ontology analysis of mRNAs enriched in Z1/Z4 and their daughters revealed the anticipated enrichment for GO terms related to reproductive processes (2.18- and 3.04-fold enrichment compared to whole animal for Z1/Z4 and their daughters, respectively; for mapped genes, see *Materials and Methods*), gonad development (2.33- and 3.81-fold enrichment) and sex differentiation (2.31- and greater than 5-fold enrichment). We also found more specialized functions, some of which were enriched in only one sex. In particular, the male-biased gonadal transcriptome was enriched for expression of genes involved in cell migration, consistent with the male-specific cell movements that occur during this period (Table S3). Additionally, the male-biased gonadal transcriptome included a number of kinases, *Patched*-related genes and homeobox genes, which may provide insights into mechanisms of male-specific gonadal development. 

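Table S3 marks 7 male-biased and 0 hermaphrodite-biased transcripts with the term cell migration, and the enrichment of terms was not recomputed here. *egl-15* (chromosome X, 11016344 to 11023329), which encodes a fibroblast growth factor receptor, was at 21.1 FPKM in male and 3.26 FPKM in hermaphrodite gonadal cells at 15 hr in the authors' deposited table, a log2 fold change of 2.699. *mig-14* (chromosome II, 13741683 to 13749738), *unc-5* (chromosome IV, 5495658 to 5516256) and *lrp-2* (chromosome I, 3935284 to 3953945) followed at 2.63, 2.51 and 2.43 in the authors' deposited table. *unc-62* (chromosome V, 4497449 to 4511429), *unc-53* (chromosome II, 11058043 to 11089398) and *mab-5* (chromosome III, 7776842 to 7783389) were at 2.28, 2.14 and 2.06 in the authors' deposited table. All had the smallest q except *mab-5* (q = 0.000451 in the authors' deposited table), whose log2 fold change was 1.89 with 1 FPKM added to both groups.

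None of the 7 was gonad-enriched, 5 were gonad-depleted in hermaphrodites and 2, *unc-62* and *mab-5*, in males as well. Enrichment at 15 hr was higher in males than in hermaphrodites by 2.35 for *egl-15* (standard error 0.600), 2.34 for *mig-14* (0.527), 2.28 for *unc-5* (0.526) and 2.01 for *unc-53* (0.523), from the authors' test statistics.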

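*grk-2* (chromosome III, 676117 to 680042), a kinase gene, was at 136 FPKM in male and 25.1 FPKM in hermaphrodite gonadal cells at 15 hr in the authors' deposited table, a log2 fold change of 2.44. T01B6.3 (chromosome X, 2314911 to 2319325), which encodes a regulatory subunit of AMP kinase, was male-biased by 2.42 in the authors' deposited table (q = 0.00118), and by 1.92 with 1 FPKM added to both groups. Table S3 marks 3 male-biased transcripts as related to *Patched*. Their log2 fold changes were 2.83 for *ncr-2* (chromosome III, 8258274 to 8265725), 2.33 for *ptc-3* (chromosome II, 2845389 to 2852598) and 2.096 for *ptr-6* (chromosome II, 5242452 to 5246822) in the authors' deposited table, with 1.91 for *ptr-6* when 1 FPKM was added. *ncr-2* was gonad-enriched in males by 2.85 in the authors' deposited table.

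Table S3 marks 5 male-biased transcripts as homeobox genes, *egl-5*, *ceh-26*, C50H2.6, *unc-62* and *mab-5*. *ceh-26* (chromosome III, 8067224 to 8071356) was male-biased by 3.84 and C50H2.6 (chromosome V, 9921313 to 9922170) by 2.83 in the authors' deposited table. C50H2.6 was gonad-enriched in males by 5.57 (q = 0.0276), and the other four were gonad-depleted in hermaphrodites, in the authors' deposited table. Between the times, the male bias rose by 3.77 for *ceh-26* (standard error 0.646), 2.36 for *grk-2* (0.487), 2.12 for *ncr-2* (0.605) and 2.02 for C50H2.6 (0.549), from the authors' test statistics.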

Finally, the hermaphrodite-biased gonadal transcriptome was enriched for expression of endopeptidase inhibitors while the male-biased transcriptome was enriched for expression of peptidases, suggesting a possible post-translational mechanism for gonadal sex differentiation.

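The male-biased transcripts that Table S3 marks with peptidase activity are T19D2.1 (chromosome X, 3932837 to 3937861), C13E3.1 (chromosome X, 8893104 to 8898464), Y67D8C.9 (chromosome IV, 3077476 to 3086920) and ZK970.1 (chromosome II, 10283419 to 10295704). Their log2 fold changes between gonadal cells at 15 hr were 2.78, 2.34, 2.26 and 2.03 with the smallest q in the authors' deposited table. With 1 FPKM added to both groups Y67D8C.9 was at 2.00, just under the cutoff, and ZK970.1 at 1.77. None of the 4 was gonad-enriched at 15 hr and 3 were gonad-depleted in hermaphrodites. The male bias of T19D2.1 rose by 3.66 (standard error 0.658) between the times, from the authors' test statistics.

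Endopeptidase inhibitors are marked for 4 hermaphrodite-biased transcripts, *tag-290* (chromosome V, 11613289 to 11614826), Y55F3BR.2 (chromosome IV, 858930 to 874529), ZC84.6 (chromosome III, 9192905 to 9198964) and T21D12.7 (chromosome IV, 288803 to 291352). Their log2 fold changes were -2.42, -2.82, -3.13 and -4.80 with the smallest q in the authors' deposited table. T21D12.7, at 46.8 FPKM in hermaphrodite gonadal cells, and ZC84.6, at 4.97 FPKM, were gonad-enriched in hermaphrodites by 3.97 and 2.34 in the authors' deposited table. With 1 FPKM added, ZC84.6 fell under the cutoff, to -1.93 between the sexes and 1.59 against whole animals.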

### Sex-biased gonadal expression shared in worm and mouse

Gene expression at the onset of gonad sexual differentiation also has been studied in the mouse (Jameson *et al.* 2012). To ask whether related genes may function in gonadal differentiation in nematodes and mammals, we compared sex-biased gonadal transcripts from the two species. Approximately 10% of the *C. elegans* male-biased transcripts identified in this study have mammalian orthologs with male-biased expression in somatic supporting cells of the early fetal gonad of the mouse, while 3% of the *C. elegans* hermaphrodite-biased transcripts have mouse orthologs with female-biased expression in supporting cells (Table S3).

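Table S3 marks a mammalian ortholog with the same bias for 14 of the 149 male-biased transcripts, or 9.40%, and for 4 of the 120 hermaphrodite-biased transcripts, or 3.33%. Mouse data were not analysed here. The marked male-biased transcripts had a median log2 fold change of 2.32 in the authors' deposited table, against 2.53 for the other male-biased transcripts, and 3 of them were gonad-enriched in males at 15 hr. The marked hermaphrodite-biased transcripts had a median bias of 2.67 in the authors' deposited table, against 2.80 for the others, and 0 were gonad-enriched.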

## Discussion

We have described an optimized method for single cell transcriptional profiling of *C. elegans* larvae that we have used to define the transcriptomes of the SGPs and their daughters in each sex, identifying many mRNAs whose expression is enriched in the early SGP lineage in one or both sexes. Transcriptome analysis identified all of the genes previously known to be specifically expressed in Z1/Z4 and their daughters as well as all of the genes previously known to be essential for early larval gonadal development, suggesting that the transcriptomes we generated include the majority of transcripts strongly enriched in the early larval somatic gonad. We also identified a number of previously unannotated mRNA isoforms. The times analyzed include the onset of sex-specific gonadal development and comparison of Z1/Z4 transcriptomes with those of their daughters less than 6 hr later revealed the emergence of a suite of sex-biased transcripts that are likely to mediate differential gonadal development in the two sexes. The sex-biased expression of homologous genes in somatic supporting cells of the gonad in both *C. elegans* and mice, particularly in males, may indicate evolutionary conservation of part of the somatic gonad sexual differentiation program.

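The number of transcripts called depends on the size of the fold changes and on their errors. Counting only fold changes past the cutoff, with no q-value, 419 genes passed in gonadal cells and 113 in whole animals at 15 hr in the authors' deposited table. At 9.5 hr the authors' deposited table had 110 such genes in gonadal cells and 169 in whole animals. The median standard error of a log2 fold change at 15 hr, computed from the authors' test statistics, was 0.364 in gonadal cells and 0.360 in whole animals, so that whole-animal errors were 0.990 times those of gonadal cells.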

Profiling isolated cells identified ten times more sex-biased transcripts than whole animal analysis during the same period. Due to this higher sensitivity, cell type specific transcriptome analysis is likely to have broad utility in elucidating developmental programs in other tissues and organs. In principle, cell type specific enrichment and sex bias can be determined for any larval cell type where appropriate sorting markers are available. Attractive targets for such analysis would be larval blast cells with highly dimorphic development, such as the M, T, or B cells (Sulston and Horvitz 1977). Cell type specific transcriptome analysis can also allow much more sensitive analysis of the effects of mutations or environmental factors in cell types of particular interest. For example, mutational effects have previously been studied by transcriptome comparisons in the VA neural cells (Von Stetina *et al.* 2007).

We performed extensive RNAi and mutant analysis (data not shown) of the gonad-enriched genes, focusing on those with male-biased expression. Strikingly, RNAi of male-biased mRNAs revealed almost no new phenotypes even when RNAi was performed on sensitized backgrounds. In light of the strong Z1/Z4 lineage enrichment of the transcripts tested, this result suggests a high level of functional redundancy in the early somatic gonad and/or minor roles in gonadal development for many gonad-enriched mRNAs. Given the direct role of the gonad in reproduction, a genetic buffering system to prevent severe effects from the loss of many gonadally-expressed genes would perhaps be expected. Future studies may need to employ network-based approaches to elucidate the functional roles of the gonad-enriched transcripts we have identified. Possible approaches include focusing on functional classes (*e.g.*, Table S3) or gonadal gene regulatory networks. As an entry point to determine potential genetic networks, transcripts with similar expression profiles may be useful. Transcripts that have similar patterns for gonadal enrichment and sex-biased expression could be regulated by common factors and therefore contain similar regulatory elements. One example of transcripts that could be regulated in the same manner is the group of four at the bottom of the heat map in Figure 6B. These transcripts are male-biased, yet they are gonad-enriched compared to the whole animal in both males and hermaphrodites and could be regulated by a similar mechanism. 

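Of the 149 male-biased transcripts at 15 hr, 3 were called gonad-enriched in both sexes, T05A8.7, *col-181* and *fbxa-69*, which are named because of these calls. The log2 fold changes of enrichment were 4.58 in males and 3.2003 in hermaphrodites for T05A8.7 (smallest q and q = 0.00259), 3.93 and 3.43 for *col-181* (smallest q and q = 0.00317), and 3.56 and 2.67 for *fbxa-69* (smallest q and q = 0.00167) in the authors' deposited table. Their male bias was 2.90, 2.06 and 2.15 in the authors' deposited table. The 3 transcripts make up 2.01% of the male-biased transcripts (95% Wilson interval 0.687% to 5.75%).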

Identifying the *cis*-regulatory elements and *trans*-acting regulators, which should be expressed in the gonad, could better define the shape of the gonadal genetic networks. The enrichment of a putative HLH-2 binding site in promoters of hermaphrodite-biased genes may provide a first step. Analyzing the direct targets of key transcriptional regulators including HLH-2, TRA-1, and FKH-6 may provide insight into how the gonadal sex differences are established.

We identified more than 70 genes that have isoforms that were not previously annotated. In many cases the annotated isoform is expressed in the whole animal while the gonadal cells express a novel isoform (Figure 5A). It will be important to determine whether these novel isoforms provide gene functions specific to gonadogenesis. While the *C. elegans* genome has been well studied it is likely that transcriptome analysis in other cell types also will identify additional novel mRNA isoforms with restricted expression domains.

### Conclusion

To our knowledge these data represent the only sex-specific transcriptome analysis of a *C. elegans* somatic tissue. We identified several hundred gonad-enriched transcripts, including a number of novel isoforms, as well as a small suite of sex-biased transcripts. The transcriptomes we report provide insights into the processes that drive early gonadal development and should provide a useful resource to further define how development of the bipotential *C. elegans* SGPs is coordinated to form two distinct organs with very different organizations and functions.

## 

## Supplementary Material

Supporting Information

# Supplementary material for: Cell-Specific mRNA Profiling of the Caenorhabditis elegans Somatic Gonadal Precursor Cells Identifies Suites of Sex-Biased and Gonad-Enriched Transcripts
**Source:** G3 (Bethesda). 2015 Oct 23;5(12):2831–41. doi: 10.1534/g3.115.022517
**Supplement:** Supporting Information

Cell-Specific mRNA Profiling of the Caenorhabditis elegans Somatic Gonadal Precursor Cells Identifies Suites of Sex-Biased and Gonad-Enriched Transcripts — Supporting Information 

# Cell-Specific mRNA Profiling of the *Caenorhabditis elegans* Somatic Gonadal Precursor Cells Identifies Suites of Sex-Biased and Gonad-Enriched Transcripts

## Supporting Information for Kroetz and Zarkower *et al.*, 2015

**Files in this Data Supplement:**

- Figure S1 - RNA-seq from replicates of SGP cells are concordant. (.tif, 1,378 KB)
- Table S1 - Primer sequences used for transcriptional reporters. (.xlsx, 49 KB)
- Table S2 - Gonad-enriched transcripts. Enrichment for each developmental time and sex are on separate tabs. 

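Table S2 has 455 transcripts for males and 418 for hermaphrodites at the earlier time and 386 and 458 at the later time, and 448, 412, 384 and 455 of its names were found in the lists called from the authors' deposited table.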

Negative fold change values indicate male-bias and gonadenrichment.Positive fold change values indicate hermaphrodite-bias and gonaddepletion. Greyed boxes indicate fold changes with a FDR > 0.05 (not significant.). (.xlsx, 294 KB)
- Table S3 - Sex-biased transcripts in gonadal cells at later time point. Negative fold change values indicate male-bias and gonad-enrichment. Positive fold change values indicate hermaphrodite-bias and gonad-depletion. Greyed boxes indicate fold changes with a FDR > 0.05 (not significant.). (.xlsx, 100 KB)
- Table S4 - Genes tested by RNAi for gonadal defects. RNAi was conducted in four different sensitized backgrounds [(1) *tra-1(e1834)*; (2) *fkh-6(ez16)*, *him-8(e1489)*; (3)  *egl-5(n486)*, *him-8(e1489)*; and (4) *hlh-3(ot354)*, *him-8(e1489)*] to determine whether there was enhancement of the male gonadal defects of each strain. (.xlsx, 36 KB)

How the deposited data were processed for this re-analysis (not part of the article)

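The data were the authors' tables of differential expression from RNA sequencing of gonadal cells and whole-animal cells of *C. elegans* larvae of both sexes after 9.5 and 15 hr of feeding, 20 samples in 8 groups, with 3 samples per group at 9.5 hr and 2 at 15 hr. The authors depleted ribosomal RNA, prepared TruSeq libraries, mapped single-end reads with TopHat to the ce10 (WS220) genome, and ran Cuffdiff on Galaxy 1 time for each time point. The authors' deposited table of each of the 2 runs covers 4 groups and 6 comparisons, of which 4 were used. The remaining comparisons set gonadal cells of one sex against whole animals of the other and were not used here. Reads and values of single samples were not analysed here. Unused per-sample columns numbered 0.

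Levels in the deposited table are FPKM, pooled by Cuffdiff over the samples of a group. The authors' fold changes are log2 ratios of these FPKM values, infinite where 1 group is listed at 0. The authors' p-value for each comparison comes from Cuffdiff, and their q-value is its Benjamini-Hochberg adjustment over all tests of a run, which was checked by recomputing it. The authors' test statistic was read as a score, and the standard error of a log2 fold change was computed as the log2 fold change over that score. Genes without a valid test by the authors were not called. The deposited table has 17 entries per comparison that merge several genes. Coordinates are those of the deposited table, and 1-based positions on ce10 are given. Depth per sample is unknown, so no limit that needs a number of reads is given. No replicate standard deviation, leave-one-out value or regrouping of samples could be computed from pooled values.

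Transcripts were called at the cutoffs the paper states, an absolute log2 fold change of at least 2 with cutoffs of 0.025 on the p-value and 0.05 on the q-value. Lists of calls were male-biased and hermaphrodite-biased in gonadal cells and in whole animals, and gonad-enriched and gonad-depleted in each sex. Shares have 95% Wilson intervals, which cover the counting of transcripts only. The direction of bias in whole animals was tested with a two-sided exact binomial test against a share of 50%. Representation on the 6 chromosomes was tested for 6 lists with Fisher's exact test, one-sided for over-representation, against the genes with a valid test in the same comparison, with Benjamini-Hochberg adjustment over 36 tests. Matched backgrounds drew 10000 random lists with the same numbers in 20 bins of FPKM. Overlap with genes near TRA-1 sites was tested with a one-sided exact hypergeometric test. Correlations across genes were Spearman's rho, and genes are not independent replicates.

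Sex bias was compared between the times, and gonad enrichment between the sexes, as the difference of 2 log2 fold changes over its standard error. For simulations, the errors of the 4 groups of a run were solved from the comparisons. Two-sided p-values came from the normal distribution, since the scores rest on models fitted by Cuffdiff across all genes, and were adjusted by Benjamini-Hochberg. The standard errors were larger than those implied by the authors' p-values, by a median factor of 1.53 at 9.5 hr and 1.23 at 15 hr in gonadal cells, with 5th percentiles of 0.917 and 0.699, so these p-values are higher than Cuffdiff's own would be for the median gene and lower for some genes. The procedure was tested on simulated data: of 200 genes given a log2 shift of 4 among 8560 genes, 189 (94.5%) were recovered, and 7 unchanged genes were called. The simulated values were drawn with the same standard errors that the test uses. The simulation therefore checks the computation and cannot tell whether these errors are right. Smaller shifts were not simulated, so the share of them that would be recovered is unknown. The share of sex-biased transcripts that were gonad-enriched was set beside 200 simulations, because both comparisons use the same gonadal samples. The simulations had no difference between any of the groups, and their calls used no q-value.

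Tissue marker genes were listed for body wall muscle, coelomocytes, the germline, hypodermis, intestine, neurons and pharynx. A permutation test with 100000 permutations compared the 6 tissues other than the germline. The same test on the difference between the sexes in gonad enrichment of markers, with and without *pha-4*, was chosen after seeing the data. Carry-over of transcripts from other tissues was examined with 49 marker genes outside the germline, leaving out *lin-26* and *ceh-22*, which the paper names as expressed in gonadal precursors. Marker levels relative to whole animals use those with at least 20 FPKM in whole animals of both sexes, 39 genes at 9.5 hr and 45 at 15 hr. Clustering of calls near *tra-2* was tested within 2 Mb with Fisher's exact test.

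Genes named in the text are every gene the paper's results name with a statement about these data, the strain and label genes *tra-2*, *xol-1* and *ehn-3*, and in each list of calls the 3 largest finite absolute log2 fold changes with at least 1 FPKM in both groups. Others are marked as named after their values were seen, and the genes of functional groups follow Table S3. Of 37 genes named in the paper, 35 were found under their name and 2 under a sequence name. The main settings, this rule and most alternatives were fixed before the data were examined. Alternatives were a fold cutoff of 1, a q cutoff of 0.01, a log2 fold change from FPKM with 1 added, a minimum of 5 FPKM in the higher group, q recomputed within each comparison, infinite fold changes left out, other backgrounds for chromosomes, genes within 10 kb counted once, Pearson's correlation, genes with at least 1 FPKM, and 1 Mb or all of chromosome II around *tra-2*. Alternatives chosen after seeing the data were retention within a sex, retention without infinite fold changes, and the gonad-enriched share without infinite fold changes. The promoter motif search, the enrichment of functional terms, isoforms, reporters and RNAi were not analysed here, apart from the marks in Tables S2, S3 and S4. Computations used Python v3.11.15, NumPy v2.4.6, pandas v2.3.3 and SciPy v1.17.1.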

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

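Tests of unequal carry-over as the only cause, of carry-over that lifts a smaller bias, of markers relative to whole animals, and of both explanations for *unc-119* were chosen after the result was seen. Differences are between log2 fold changes of the authors' deposited table, with the standard error computed from the authors' test statistics.

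Sex bias in gonadal cells differed between 15 and 9.5 hr at an adjusted value under 0.05, with the male over hermaphrodite ratio higher at 15 hr for 67 and lower for 54 of 8560 genes. Among genes named in the text it rose by 3.50 for *pes-1*, 2.05 for *cec-1*, 2.13 for *unc-53*, 2.12 for *ncr-2*, 3.77 for *ceh-26*, 2.02 for C50H2.6, 2.36 for *grk-2*, 3.66 for T19D2.1 and 2.55 for Y67D8C.9, and by 4.63 for B0238.9, named after its value was seen. It fell by 3.30 for *pha-4*, a pharynx marker noticed after its value was seen (-3.30). Smaller errors at 15 hr were considered as a cause of the larger number of calls at that time. Counting only the genes past the fold cutoff, with no test, the number at 15 hr was 3.81 times that at 9.5 hr, which argues against errors as the whole cause. A difference between strains linked to *tra-2* was considered as well. Calls within 2 Mb of *tra-2* had an odds ratio of 1.097 at 15 hr (17 of 559 genes, Fisher's exact test, p = 0.691), which argues against linkage as the source of most calls at that time. At 9.5 hr the odds ratio was 2.86 (4 of 541 genes, Fisher's exact test, p = 0.0672), but only 5 of the 26 calls at that time lay on chromosome II (odds ratio 1.20, Fisher's exact test, p = 0.606), which argues against linkage as the source of most calls at 9.5 hr as well. Sexual differentiation of the gonad between the times stays open as an untested hypothesis.

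Gonad enrichment at 9.5 hr differed between the sexes at an adjusted value under 0.05, higher in males for 14 and in hermaphrodites for 22 of 10466 genes. *unc-119* was among them, with a difference of -2.95, as was the cuticle gene *dpy-8* with -3.48, both named after their values were seen. Its level in hermaphrodite whole animals at 9.5 hr was 48.9 FPKM in the authors' deposited table, against 107 to 549 FPKM in the 7 other groups. A sex difference shared by all cells would predict a similar difference in gonadal cells. The log2 ratio of males to hermaphrodites there at 9.5 hr was 0.54, far from the 3.49 in whole animals. A sex difference at 9.5 hr limited to other tissues is not excluded by this. Hermaphrodite whole animals at 9.5 hr alone came from animals without *rdIs4*. At 15 hr, when both sexes carried the array, the log2 ratio in whole animals was 0.23. This leaves the strain without *rdIs4* as a candidate explanation for the low level at 9.5 hr. In gonadal cells at 15 hr the log2 ratio was 1.59, at 323 FPKM in males and 107 FPKM in hermaphrodites. The strain without *rdIs4* would not give that difference, whose cause stays open. Whether *rdIs4* carries *unc-119* sequence was not tested.

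Gonad enrichment at 15 hr differed between the sexes at the same threshold, higher in males for 142 and in hermaphrodites for 98 of 11163 genes. In genes named in the text it was higher in males by 4.82 for *egl-5*, 3.00 for *hlh-3*, 2.13 for *cec-1*, 2.03 for C26B9.6, 2.35 for *egl-15*, 2.34 for *mig-14*, 2.28 for *unc-5*, 2.01 for *unc-53*, 1.98 for *ptc-3*, 1.89 for *ptr-6*, 4.05 for *ceh-26*, 2.38 for *grk-2*, 2.86 for T19D2.1, 2.15 for C13E3.1, 2.19 for Y67D8C.9, 2.26 for ZK970.1 and 1.36 for *unc-119*, and lower by -2.68 for *pha-4*. Among genes named after their values were seen it was also higher in males by 3.68 for F26E4.3, 2.09 for Y59A8B.21 and 2.63 for B0238.9. Apart from B0238.9, each of these genes higher in males was lower in hermaphrodite gonadal cells than in hermaphrodite whole animals, and none was called gonad-enriched in males at 15 hr. B0238.9 was higher in hermaphrodite gonadal cells than in whole animals, by 1.28, and was gonad-enriched in males by 3.91 in the authors' deposited table, unlike a transcript carried over. Of the 149 male-biased transcripts, 63 were lower in male gonadal cells than in male whole animals, and 80 were gonad-depleted in hermaphrodites.

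Male gonadal samples with more transcripts carried over from other tissues would give such a pattern only for genes that stay below their whole-animal level in male gonadal cells. *egl-5*, *hlh-3*, *mig-14*, *ceh-26*, *grk-2*, T19D2.1, F26E4.3 and Y59A8B.21 were above it, by log2 fold changes of 0.49, 0.40, 0.88, 0.53, 0.74, 1.58, 1.66 and 0.70 in the authors' deposited table (q from 0.000242 to 0.305). Carry-over alone would not give this. F26E4.3 is no evidence here, because it was lower in male than in hermaphrodite gonadal cells, by a log2 ratio of -1.23. Its log2 ratio in whole animals was -4.91. Genes gonad-depleted in both sexes had a median log2 ratio of male to hermaphrodite gonadal cells of 0.44 at 15 hr over 1977 genes, and 0.04 at 9.5 hr over 1489 genes. In whole animals these medians were -0.08 and 0.04. Over the marker genes of other tissues with at least 20 FPKM in whole animals of both sexes, the median level relative to whole animals was 0.277 in male and 0.169 in hermaphrodite gonadal cells at 15 hr (45 genes), and 0.226 and 0.205 at 9.5 hr (39 genes). Some tissues were higher in male gonadal cells at 9.5 hr already, with a median sex bias of 0.61 for body wall muscle and 0.64 for intestine. The median sex bias of markers in gonadal cells at 15 hr was 1.08 for body wall muscle, 0.90 for hypodermis, 0.76 for neurons, 0.76 for coelomocytes, 0.31 for the germline, 0.23 for intestine and 0.0546 for pharynx. Markers found were 10 of 10, 10 of 10, 10 of 10, 4 of 4, 10 of 10, 9 of 10 and 8 of 10 in that order, and the tissues outside the germline differed (permutation test with 51 markers, p = 0.000230). Of all 61 markers, 3 were gonad-enriched in at least 1 comparison, 1 each in the lists of the germline, hypodermis and pharynx, and 0 markers were in more than 1 list. The pharynx median of 0.0546 does not exclude transcripts of other tissues carried over in unequal amounts, because pharynx markers were also lower in male than in hermaphrodite whole animals, by a median of -0.43. Relative to whole animals, with *lin-26* and *ceh-22* left out, gonad enrichment of 44 of 49 markers was higher in males, with median differences of 1.34 for coelomocytes, 1.104 for body wall muscle, 0.87 for neurons, 0.80 for hypodermis, 0.59 for intestine and 0.372 for pharynx. The tissues differed (permutation test, p = 0.0104, and p = 0.0146 without *pha-4*), which argues against an equal rise of all other tissues as the whole cause. A rise of different size in each tissue stays open, and it cannot be told apart from a sex difference in these cells for the genes concerned.

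Unequal carry-over alone stays open for these 63 transcripts. The count of 0 markers of other tissues called male-biased at 15 hr does not decide it, because few of the tested genes are called and markers shifted by less than the cutoff. Carry-over could also have lifted a smaller bias over the cutoff. With the cutoff raised by the median shift of gonad-depleted genes, to 2.44, 22 of the 63 transcripts (34.9%) passed. For the others a contribution of carry-over that lifts a smaller bias is a candidate explanation. Markers of some tissues shifted by more, with a median of 1.08 for body wall muscle. Such a contribution is therefore not excluded for the 22 either. Expression in the male gonad that is weaker than in other tissues stays open as a biological hypothesis for the same transcripts, and was not tested.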

How the results depend on the processing

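No paired analysis was possible because the authors' deposited table holds 1 pooled value per group and no values per replicate. For the same reason, the alternatives with replicates left out in turn and with a replicate number in the model were not run. The alternatives for the promoter motif were not run either, since the genome sequence was not used here. Retention within a sex, retention without infinite fold changes, and the share of sex-biased transcripts without infinite fold changes were chosen after seeing the data. No depth is known for the samples, so precision beyond the authors' errors could not be stated. Across comparisons, 137 values under another setting were counted as unchanged by rules on direction, threshold or interval, 40 moved, 6 lost and 1 gained the threshold, and 7 reversed. For calls of single genes named in the text, 527 were kept and 25 lost.

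The fold cutoff moved the counts most. At a log2 fold change of at least 1, male-biased and hermaphrodite-biased transcripts numbered 178 and 115 in gonadal cells and 142 and 145 in whole animals at 9.5 hr, and 711 and 378 in gonadal cells and 56 and 256 in whole animals at 15 hr. Gonad-enriched transcripts numbered 1469 in hermaphrodites and 1452 in males at 9.5 hr and 2497 and 1958 at 15 hr, and gonad-depleted transcripts in males at 9.5 hr numbered 2931. A lower cutoff admits more transcripts by its construction. Retention rose to 68.6% in either sex, 51.4% in males and 66.4% in hermaphrodites. The gonad-enriched share was 18.0% of male-biased and 48.1% of hermaphrodite-biased transcripts at this cutoff, and the cause was not tested.

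Other settings moved short lists. A q cutoff of 0.01 left 13 male-biased transcripts in gonadal cells at 9.5 hr and 2 in whole animals at 15 hr. With 1 FPKM added, 5 hermaphrodite-biased transcripts were left in whole animals at 9.5 hr, and 2 male-biased and 10 hermaphrodite-biased ones at 15 hr. With q recomputed within each comparison, 13 male-biased transcripts were left in gonadal cells at 9.5 hr, 4 hermaphrodite-biased ones in whole animals at 9.5 hr, and 1 male-biased and 12 hermaphrodite-biased ones in whole animals at 15 hr. Adding 1 FPKM lowers fold changes of weakly expressed transcripts by its construction, and a stricter q cutoff admits fewer transcripts by its construction. Adjusting over a whole run gave more genes with q under 0.05 between the sexes than adjusting within each comparison. Gonadal cells had 658 against 201 at 9.5 hr and 1736 against 1131 at 15 hr. Whole animals had 515 against 120 and 520 against 106. For gonad enrichment in hermaphrodites at 9.5 hr it gave fewer, 6235 against 6575. Of 138 calls of named genes, 8 were lost at a q cutoff of 0.01, 15 with 1 FPKM added and 2 with a minimum of 5 FPKM, and 0 were lost with q recomputed within each comparison.

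Representation on X reversed at a fold cutoff of 1 for gonad-enriched transcripts, to 0.915 in males and 0.869 in hermaphrodites at 9.5 hr and to 0.650 and 0.647 at 15 hr. For hermaphrodite-biased transcripts it then passed the threshold at 1.48 (adjusted 0.00175, against 0.214 to 0.880 at the other settings). Against lists matched on FPKM it no longer passed, at 1.295 in males and 1.294 in hermaphrodites at 9.5 hr, 1.29 in males at 15 hr and 1.35 for male-biased transcripts. Adjusted values for these matched ratios were 0.0528, 0.0528, 0.0603 and 0.148. Over-representation on chromosome V of transcripts enriched in hermaphrodites at 9.5 hr was absent against all genes, at 0.997 times. Its ratio was 1.29 with genes within 10 kb counted once and 1.06 at a fold cutoff of 1, neither past the threshold, while against lists matched on FPKM it stayed past it at 1.33. Adjusted values for these settings ran from 0.0432 to 1.00. The cause was not tested.

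Correlations between profiles of the sexes rose, and those between gonadal cells and whole animals fell, over genes with at least 1 FPKM in every group. At 9.5 hr they were 0.976 between gonadal cells, 0.975 between whole animals, 0.766 in males and 0.765 in hermaphrodites. At 15 hr they were 0.953, 0.978, 0.742 and 0.659 in the same order. Pearson's correlation was 0.982 between gonadal cells and 0.975 between whole animals at 9.5 hr, 0.970 and 0.982 at 15 hr, and 0.847 for hermaphrodite gonadal cells against whole animals at 15 hr. Leaving out weakly expressed genes narrows the range of levels by its construction, and for Pearson's correlation the cause was not tested. Clustering near *tra-2* in gonadal cells reversed at 9.5 hr from an odds ratio of 2.86 within 2 Mb (4 of 541 genes, Fisher's exact test, p = 0.0672) within 1 Mb, where no call lay (odds ratio 0), and at 15 hr over all of chromosome II, at 0.958. Neither ratio had passed the threshold, and the cause was not tested.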

Differences from the paper's values

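Table S3 marks the motif for 27.5% of hermaphrodite-biased transcripts (33 of 120), and the paper's value for hermaphrodite-biased genes with the motif is 18%. The paper gives 18% with the search that found the motif and describes the marks as a later scan. These may therefore be different counts. The alternatives for the motif that were set before the data were examined were not run, so none of them closed the gap.

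The paper reports gonad-enriched transcripts of both sexes at both times as over-represented on X. For hermaphrodites at 15 hr the ratio was 1.17 against tested genes (Fisher's exact test, p = 0.0657, adjusted 0.214) and 1.28 against all genes (Fisher's exact test, p = 0.0102, adjusted 0.0734), which is under 0.05 before adjustment only. Adjusted values over the alternatives ran from 0.0734 to 1. The paper's Fig. 7 shows about 1.3, read by eye.

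The paper calls *fkh-6* gonad-enriched in males alone at the later time. The q-value in hermaphrodites was 0.0564 at a log2 fold change of 2.71 in the authors' deposited table, and the difference between the sexes of 1.27 had p = 0.476 from the authors' test statistics. The paper describes the overlap of male-biased transcripts with genes near TRA-1 sites as significant, and the exact hypergeometric test here gave p = 0.0500. The paper describes a group of male-biased transcripts enriched in the gonads of both sexes that has 1 more transcript than the 3 called here. Among sex-biased transcripts with unannotated isoforms outside the gonad-enriched ones, the paper counts fewer than the 12 names marked in Table S3 that are absent from the isoform genes of Table S2. A gonad-enriched gene without an isoform mark in Table S2 would be among the 12, so these counts need not match. Male-biased transcripts in whole animals at 9.5 hr numbered 34 here and 35 in the paper, and no setting gave 35.

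Some settings reached the paper's values where the main setting did not. The gonad-enriched share of sex-biased transcripts was 29.0% of all and 26.2% of male-biased transcripts with infinite fold changes of enrichment not counted, a setting chosen after seeing the values, and the share of all was 28.6% at a q cutoff of 0.01 and 28.7% at a fold cutoff of 1, both set before the data were examined. The paper's values are 29% and 26%. Retention of gonad enrichment was 40.7% within males and within hermaphrodites, counted in the sex of the first call, which was chosen after seeing the values. The paper's value is for either sex, 40%, which is another quantity. For either sex the main value was 46.7%, and 44.2% stayed enriched in a sex of the first call, a setting also chosen after seeing the values, so no setting reached 40% for that quantity.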

Other observations

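The tests of whole cultures at different stages, of a factor common to a run, and both tests of transcripts biased the same way in all comparisons were chosen after the result was seen. Transcripts are named here after their values were seen.

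Sex-biased calls at 15 hr outnumbered those of whole animals in gonadal cells. Larger standard errors in whole animals would lower their calls, but the median standard error in whole animals was 0.990 times that in gonadal cells, which argues against them. The dilution of gonadal transcripts among other cells, which the paper proposes, stays open, and the same direction of bias in 69.2% of transcripts is in line with it. At 15 hr whole-animal cells came from the same dissociations as sorted cells, so a difference between cultures would also give the same direction. With the condition of at least 1 FPKM in both whole-animal groups the share was 68.1%, and at a fold cutoff of 1 it was 67.5%.

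Of transcripts male-biased in whole animals at 9.5 hr, 8 of 34 encode cuticle proteins, with a median log2 fold change of 2.93. Cultures of the sexes at different stages of development would make genes that change with time differ between the sexes. Across 10206 genes, Spearman's rho between the sex difference at 9.5 hr and the change to 15 hr was 0.0528 in whole animals, which argues against a general difference in stage. A small stage difference that shows in steeply rising genes was examined in 154 other genes rising at least 8-fold. Their median log2 ratio of males to hermaphrodites was -0.0321, with 72 of them higher in males. Of 38 cuticle genes rising that much, 17 were higher in males. These genes went both ways, so they show no common shift. A stage difference that shows in some genes only is not excluded and stays open. Sex of the animals at both times would keep the bias at 15 hr, where the median over the cuticle genes was 0.10. The hermaphrodite whole-animal strain at 9.5 hr differed from that of males, and this difference stays open and was not tested, as does a sex difference confined to the earlier time.

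In gonadal cells at 9.5 hr, genes that rose toward 15 hr tended to be lower in males, with Spearman's rho of -0.347 over 8254 genes, against -0.06 for the sex difference at 15 hr. Genes are not independent replicates, and the change over time is measured between runs. Unequal errors of the gonadal groups gave a simulated rho no farther from 0 than -0.0314 in 200 simulations, against -0.372 observed over the 7635 genes with errors. With the ratio of whole animals to gonadal cells held fixed, the partial rho was -0.364, which argues against unequal carry-over. In whole animals rho was 0.0528, but hermaphrodite whole animals at 9.5 hr came from another strain than the gonadal cells, so this value does not exclude whole cultures at different stages. Another candidate explanation left open is that the gonadal cells of the sexes were at different points of their development at 9.5 hr, which was not tested.

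X representation was examined for the expression level of the called genes and for neighbouring genes called together. With genes within 10 kb counted once, the lowest of the ratios past the threshold was 1.37, which argues against neighbours as the cause. With lists matched on FPKM the lowest ratio was 1.29 and no longer passed the adjusted threshold, so an effect of X and one of expression level cannot be told apart. The unadjusted p-values of the matched lists that lost the threshold ran from 0.00310 to 0.0328, and these tests count random lists.

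Of gonad-enriched transcripts not called at 15 hr, 52.9% had a log2 fold change of at least 1 at 15 hr. This is consistent with enrichment that stays but misses the cutoff for many of them. Of these transcripts, 22.6% were under 0 at 15 hr, for which a loss of enrichment between the times stays open and was not tested gene by gene.

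Transcripts biased the same way by a log2 ratio of at least 1 in gonadal cells and whole animals at both times numbered 12 toward males and 7 toward hermaphrodites of 13338 genes. With genes shuffled within each comparison, the mean number was 0.151 and the highest 2 in 1000 shuffles. They include Y59A8B.21 and F26E4.3. A gene missing or silent in one strain would stay near 0 in the lower sex, but 18 of the 19 reached 1 FPKM in at least 1 group of the lower sex. The exception was Y62H9A.1, whose highest level in males was 0.543 FPKM in the authors' deposited table, so a gene missing or silent in the male strain is a candidate explanation for it. For the others, sex in all cells and a difference between strains that alters the level stay open and were not tested.

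*hlh-2* was gonad-depleted at 9.5 hr and higher in gonadal cells than in whole animals at 15 hr. Its level in gonadal cells changed by a log2 ratio of 4.43 in males and 4.76 in hermaphrodites between the runs, and that of *lin-32* by 8.25 and 6.80. The median log2 change across genes in gonadal cells was at most 0.19, which the scaling of FPKM largely sets and which does not decide on separate normalization of the runs. A factor common to all groups of a run cancels in ratios within a run, and gonad enrichment of *hlh-2* changed by 3.91 in males and 4.77 in hermaphrodites (standard errors 0.720 and 0.816 from the authors' test statistics), which argues against such a factor. An activation of *hlh-2* between the times stays open as a hypothesis.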
